# Early macrophage response to obesity encompasses Interferon Regulatory Factor 5 regulated mitochondrial architecture remodelling

**DOI:** 10.1038/s41467-022-32813-z

**Published:** 2022-08-30

**Authors:** L. Orliaguet, T. Ejlalmanesh, A. Humbert, R. Ballaire, M. Diedisheim, J. B. Julla, D. Chokr, J. Cuenco, J. Michieletto, J. Charbit, D. Lindén, J. Boucher, C. Potier, A. Hamimi, S. Lemoine, C. Blugeon, P. Legoix, S. Lameiras, L. G. Baudrin, S. Baulande, A. Soprani, F. A. Castelli, F. Fenaille, J. P. Riveline, E. Dalmas, J. Rieusset, J. F. Gautier, N. Venteclef, F. Alzaid

**Keywords:** Innate immunity, Type 2 diabetes, Gene regulation in immune cells, Obesity

## Abstract

Adipose tissue macrophages (ATM) adapt to changes in their energetic microenvironment. Caloric excess, in a range from transient to diet-induced obesity, could result in the transition of ATMs from highly oxidative and protective to highly inflammatory and metabolically deleterious. Here, we demonstrate that Interferon Regulatory Factor 5 (IRF5) is a key regulator of macrophage oxidative capacity in response to caloric excess. ATMs from mice with genetic-deficiency of *Irf5* are characterised by increased oxidative respiration and mitochondrial membrane potential. Transient inhibition of IRF5 activity leads to a similar respiratory phenotype as genomic deletion, and is reversible by reconstitution of IRF5 expression. We find that the highly oxidative nature of *Irf5*-deficient macrophages results from transcriptional de-repression of the mitochondrial matrix component Growth Hormone Inducible Transmembrane Protein (GHITM) gene. The *Irf5*-deficiency-associated high oxygen consumption could be alleviated by experimental suppression of *Ghitm* expression. ATMs and monocytes from patients with obesity or with type-2 diabetes retain the reciprocal regulatory relationship between *Irf5* and *Ghitm*. Thus, our study provides insights into the mechanism of how the inflammatory transcription factor IRF5 controls physiological adaptation to diet-induced obesity via regulating mitochondrial architecture in macrophages.

## Abstract (web summary)

Interferon Regulatory Factor 5 levels have been shown to increase in adipose tissue macrophages in diet-induced obesity. Here authors show that IRF5 transcriptionally represses the Growth Hormone Inducible Transmembrane Protein gene encoding a mitochondrial protein important for oxidative respiration in macrophages, thus driving the detrimental metabolic changes observed in obesity.

## Introduction

Macrophage metabolism is a powerful mitigating or optimising factor influencing function^1^. Generally speaking, pro-inflammatory polarisation relies on glycolysis, mediated by hypoxia-inducible factor (HIF)−1α^2^, with specific interruptions of the tricarboxylic acid (TCA) cycle^3^. Conversely, anti-inflammatory polarisation or regulatory function is supported by mitochondria and oxidative respiration^4^. Microenvironmental niches also impose energetic specificities on macrophages^5,6^. For example, adipose tissue macrophages (ATM) can range from being metabolically quiescent to overall hypermetabolic^5,7,8^. In diet-induced obesity (DIO), ATMs are exposed to the same dysmetabolism as all peripheral tissues, that is glucolipotoxicity, providing a systemic abundance of metabolic substrates. It is in this context that ATMs are hypermetabolic, with highly glycolytic and highly oxidative fluxes^7–9^. ATMs are, however, a heterogenous population of cells that exhibit a range of beneficial and detrimental phenotypes over the course of obesity^10,11^. Lipid-associated macrophages (LAM) have been characterised, they are highly oxidative and have a high capacity to clear lipids and dying adipocytes^12^. Also highly responsive to lipids are the phenotypically similar MARCO^+^ lipid-buffering ATMs and metabolically activated macrophages (MMe)^13,14^. Expansion of these ATM populations and their functional contribution to maintaining tissue homeostasis or to metabolic decline varies with the duration of caloric excess^13^. Such reports indicate that macrophages are reactive beyond their inflammatory roles, and their successful adaptation early in the course of DIO, may be sufficient to mitigate systemic metabolic decline.

The rise of lipid-buffering ATMs represents initial adaptation in a physiological attempt to maintain homeostasis^10^. Over prolonged caloric excess ATMs become predominantly inflammatory and contribute to insulin resistance in DIO^15,16^. The early adaptive step is marked by high oxidative capacity^14^, and the later predominance of inflammatory ATMs marks their rise as critical actors in the development of insulin resistance and type-2 diabetes (T2D)^13^.

The Interferon Regulatory Factor (IRF)−5 is a key molecular switch mediating M1-like polarisation of ATMs^17^. ATM expression of IRF5 is increased in DIO, promoting pro-inflammatory polarisation and repressing TGFβ-signalling. This favours maladaptive white adipose tissue (WAT) expansion and insulin resistance. IRF5 is physiologically required to respond to bacterial and viral stimuli^18,19^, evidence also implicates deregulated expression in conditions of chronic inflammation (e.g. auto-immune, metabolic diseases)^20,21^. Gain-of-function *Irf5* variants associated with the auto-immune disease have more recently been found to promote macrophage glycolytic programming^22^.

Here, we reveal a non-canonical function for IRF5 in orienting macrophage energetic adaptation to caloric excess. IRF5 transcriptionally represses the gene encoding *Growth hormone inducible transmembrane protein* (*Ghitm*), a key mitochondrial component required for oxidative respiration. Through this interaction, IRF5 contributes to failure in maintaining normal mitochondrial cristae structures that support effective oxidative respiration. GHITM repression and failure to maintain cristae structure restrain ATM oxidative capacity in DIO. The IRF5-GHITM regulatory axis extends from short- to long-term high-fat feeding and to monocytes and ATMs in patients with obesity and T2D.

## Results

### IRF5 is associated with ATM metabolic adaptation upon short-term high-fat diet

We started by analysing the ATM transcriptome from mice with a myeloid-deficiency of *Irf5* (IRF5-KO) or wild-type (WT) mice on 4 and 12 weeks of a high-fat diet (HFD). 

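F4/80+ ATMs were sorted from epididymal fat pads of 4 WT and 4 IRF5-KO mice after 4 weeks of HFD, and of 4 WT and 4 IRF5-KO mice after 12 weeks. Stranded total RNA libraries depleted of ribosomal RNA were sequenced, and the authors deposited the reads that STAR counted on each gene of mm10, without normalization. The 16 libraries held between 3279332 and 4958131 counts, with medians of 4659665 (WT ST-HFD), 4206843 (IRF5-KO ST-HFD), 3600544 (WT LT-HFD) and 3569456 (IRF5-KO LT-HFD). The 3 features with the most counts, mmu-mir-689-2, mt-Rnr2 and mt-Rnr1, took 18.6% to 24.1% of the counts per library on ST-HFD and 26.1% to 34.5% on LT-HFD. Counts were normalized by edgeR's TMM method and scaled to library size (CPM), and genotypes were compared within each diet duration by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After a filter on low counts, the test covered 10958 genes on ST-HFD and 10987 on LT-HFD. On counts simulated from these libraries with 200 changed genes, the test called 59.0% of 105 genes changed by 1 on the log2 scale for ST-HFD. For LT-HFD it called 60.7% of 89 such genes. The simulated libraries were drawn independently. With fewer calls the adjustment is stricter, so these percentages do not carry over to the fits below. There Lyz2 on ST-HFD, with a log2 fold change of -0.97, had an adjusted p of 0.106 in edgeR's quasi-likelihood test. Irf5 (ENSMUSG00000029771) lies on chromosome 6 of GRCm38 from 29526625 to 29541871 and overlaps Tnpo3 on the opposite strand. On ST-HFD its level was 210, 253, 254 and 256 CPM in the libraries labelled WT replicates 1 to 4, and 257, 256, 274 and 280.0 CPM in those labelled IRF5-KO. The log2 fold change was 0.13 (standard error 0.09, adjusted p = 1.00 from edgeR's quasi-likelihood test). On LT-HFD its level was 205, 180, 209.4 and 166 CPM in the libraries labelled WT and 201, 251, 245 and 201 CPM in those labelled IRF5-KO, a log2 fold change of 0.24 (standard error 0.12, adjusted p = 0.853 from edgeR's quasi-likelihood test). The counts of the targeted gene were therefore not lower in the libraries labelled IRF5-KO, and a total per gene does not separate deleted exons from the others. Genotypes and diet durations are given below as the libraries are labelled. Compared by eye, Fig. 5e draws the Irf5 and Ghitm values of the libraries labelled 4 weeks as LT-HFD and those of the libraries labelled 12 weeks as ST-HFD, so the labels of the durations and that panel differ.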

On a 12-week, long-term HFD (LT-HFD), differentially expressed genes were associated with inflammatory response and tissue remodelling (Fig. 1a, S1A). This confirms previously reported phenotypic features^17^. 

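On LT-HFD, 2 of the 10987 tested genes had an adjusted p under 0.05 between genotypes in edgeR's quasi-likelihood test, Lyz1 and Lyz2. An unadjusted p under 0.05 was found for 629 genes, or 5.72%. With an unadjusted p under 0.05 and an absolute log2 fold change over 1, 34 genes were higher and 42 lower in the libraries labelled IRF5-KO. Among these 76 genes, 1 of 31 gene sets was over-represented against the tested genes in Fisher's exact test, cytokine and chemokine genes (7 of 29 tested members, fold 34.9, Benjamini-Hochberg adjusted p = 2.45e-08). The 7 genes, Ifnb1, Cxcl13, Ccl24, Ccl22, Ccl12, Ccl8 and Ccl5, chosen after their values were seen, were all lower in the libraries labelled IRF5-KO. Across all tested genes, camera with a preset correlation of 0.01 between genes gave an adjusted p under 0.05 for 12 of the 31 sets. Cytokine and chemokine genes were lower (median log2 fold change -0.44, 4 of 29 genes higher, adjusted p = 1.27e-09), as were the inflammatory markers (median -0.31, 3 of 17 higher, adjusted p = 4.06e-04) and Interferon Signaling (median -0.08, 33 of 94 higher, adjusted p = 0.00322). Degradation of the extracellular matrix (median 0.22, 49 of 64 higher, adjusted p = 0.00208) and collagen genes (median 0.26, 17 of 21 higher, adjusted p = 0.00208) were higher. Lipid-associated macrophage markers were higher in 14 of 14 genes (median 0.49, adjusted p = 9.44e-08). When each library was left out in turn, camera's adjusted p for these markers was at most 0.00127. None of the 12 calls held when the correlation was estimated for each set (smallest adjusted p = 0.325) or under fry (smallest adjusted p = 0.170), where 2 and 4 sets had an unadjusted p under 0.05. Of the 35 splits of these 8 libraries into groups of 4, 7 gave at least 12 sets under camera, the split by genotype included. For cytokine and chemokine genes alone, 2 of the 35 splits gave a camera p as small, the split by genotype included. Among the 35 splits of the ST-HFD libraries, 19 did for this set. The Immune System set of 651 tested genes had an adjusted p of 0.197 under camera. The call for collagen genes also depended on single libraries, with camera's adjusted p between 7.27e-16 and 0.304 when each library was left out in turn.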

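On ST-HFD, 1 of 10958 tested genes, Lyz1, had an adjusted p under 0.05 between genotypes in edgeR's quasi-likelihood test, and 202 genes (1.84%) had an unadjusted p under 0.05. With same-numbered replicates fitted as pairs, Lyz2 joined Lyz1 and 451 genes had an unadjusted p under 0.05. At an unadjusted p under 0.05 and an absolute log2 fold change over 1, 13 genes were higher and 5 lower in the libraries labelled IRF5-KO. None of 30 gene sets was over-represented or under-represented among these 18 genes against the tested genes (smallest adjusted p = 0.0947, Fisher's exact test), and 4 had an unadjusted p under 0.05. Among so few genes, even a count of 0 for Innate Immune System (404 tested genes) gave no call. The test therefore cannot show under-representation here. Under camera, the Reactome set Metabolism (982 tested genes) had a median log2 fold change of -0.02 and an adjusted p of 0.453. The smaller sets lay at adjusted p = 0.790 for lipids and lipoproteins, 0.455 for carbohydrates and 0.105 for amino acids. TCA cycle and respiratory electron transport was lower (median -0.06, 39 of 119 genes higher, adjusted p = 0.0265), with an adjusted p of 0.0578 when replicates were paired. This call was lost in 4 of 8 fits without 1 library, where camera's adjusted p lay between 0.00166 and 0.463. Mitochondrially encoded genes were higher (median 0.29, 10 of 11 genes, adjusted p = 1.33e-04), and cytosolic ribosomal protein genes were lower (median -0.07, 7 of 77 genes higher, adjusted p = 2.49e-04). As on LT-HFD, collagen genes (21 of 22, adjusted p = 0.00391) and Degradation of the extracellular matrix (46 of 58, adjusted p = 0.0117) were higher. Each of these 2 calls was lost in 4 of 8 fits without 1 library. For a difference of their genotype effect between durations, camera's adjusted p was 0.525 and 0.488. The fibroblast and preadipocyte markers were also higher in 6 of 7 genes at each duration, so cells other than macrophages may contribute to these 2 sets. In all, 9 of the 30 sets had an adjusted p under 0.05 under camera. The smallest adjusted p was 0.573 with an estimated correlation and 0.481 under fry, and 1 set had an unadjusted p under 0.05 in each. Of the 35 splits of the 8 libraries, 15 gave at least 9 such sets, and of the 8 splits that part as many pairs, 1 did, the split by genotype itself.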

On a 4-week HFD, qualified short term (ST-HFD), differentially expressed genes enriched several GO terms for metabolic process. 

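For immune gene sets on ST-HFD, camera gave an adjusted p of 0.790 for Immune System (651 tested genes), 0.708 for Complement cascade (11 genes), 0.729 for Fcgamma receptor dependent phagocytosis (66 genes) and 0.556 for Adaptive Immune System (305 genes). The inflammatory markers were higher in the libraries labelled IRF5-KO (16 of 18 genes, median log2 fold change 0.29, adjusted p = 0.00495), a call that did not hold under fry (adjusted p = 0.962). Without WT ST-HFD replicate 3, camera's adjusted p for the markers was 0.723. Tnf had a log2 fold change of 0.14 (standard error 0.40, adjusted p = 1.00) and Il6 of 0.78 (standard error 0.57, adjusted p = 1.00) in edgeR's quasi-likelihood test. Without WT replicate 3, the log2 fold change of Tnf was -0.15. Of 140 immunoglobulin variable genes in the deposited table, 60 had any count on ST-HFD and 2 passed the filter, against 29.4% of all genes of the table. By DESeq2, with no filter, 105 genes passed the same thresholds of p and fold change. With all genes of the table as the background, 0.394 of these would be immunoglobulin variable genes by proportion, and the number found was 0. With so few expected, a count of 0 cannot show under-representation. On LT-HFD, 6 of the 179 DESeq2 genes at these thresholds were immunoglobulin variable genes, against 0.672 by proportion. There the set was over-represented in Fisher's exact test on DESeq2 genes, a test added after the data were seen.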

Interestingly, terms relating to immune function (humoral immune response, phagocytosis/recognition) were under-represented (Fig. 1b, S1B). These results indicate that IRF5 may influence ATM metabolic adaptation, in particular, in response to short-term caloric excess.

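Whether the effect of genotype differed between diet durations was tested directly over all 16 libraries. None of 11560 genes had an adjusted p under 0.05 for the interaction of genotype and diet duration in edgeR's quasi-likelihood test, and 454 had an unadjusted p under 0.05. This fit does not pair libraries. With same-numbered ST-HFD libraries fitted as pairs, chosen after the data were seen, 0 genes had an adjusted p under 0.05 and 558 an unadjusted p under 0.05. Under camera, the interaction had an adjusted p of 0.415 for Metabolism (1015 genes) and 0.552 for Immune System (663 genes). Its adjusted p was under 0.05 for 5 of 31 sets, led by cytokine and chemokine genes, whose median log2 fold change was 0.25 on ST-HFD and -0.44 on LT-HFD (adjusted p for the interaction = 2.55e-06). The 5 calls did not hold under fry (smallest adjusted p = 0.747) or with an estimated correlation (smallest adjusted p = 0.767). Of 100 splits drawn within diet durations, 69 gave at least 5 sets under camera. These draws took no account of the ST-HFD pairs. From the terms found at each diet duration, the paper proposes that IRF5 influences the metabolic adaptation of ATMs to short-term caloric excess.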

**Fig. 1:**
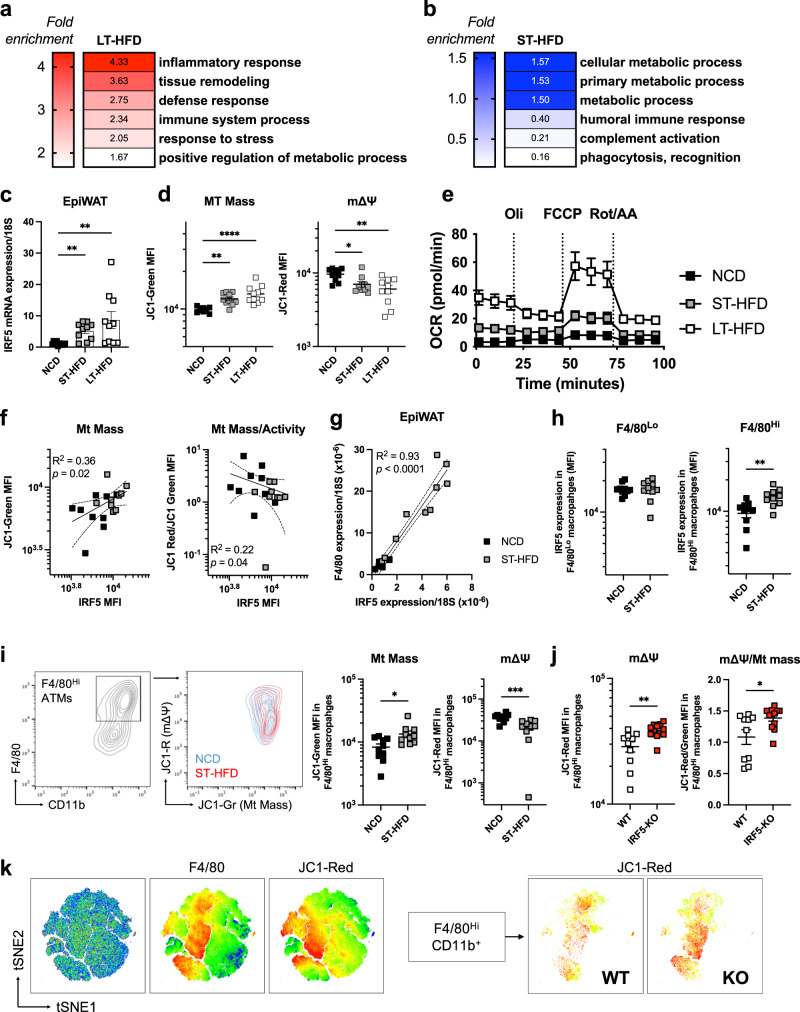
IRF5 expression is associated with ATM metabolic adaptation to short-term caloric excess. **a, b** Wild-type (WT) mice and mice with myeloid-deficiency of IRF5 (IRF5-KO) were placed on (**a**) 12-week long-term (LT-) high-fat diet (HFD) or (**b**) 4-week short-term (ST-)HFD. F4/80^+^ adipose tissue macrophages (ATM) were sorted from epididymal fat pads (EpiWAT) for RNA-seq. Differentially expressed genes between genotypes were used for gene ontology analysis (*n* = 4 per genotype, Wald test *p*-value <0.05, Log_2_FC > 1.0). Heatmaps represent fold-enrichment (Binomial test of gene list compared to reference genome, *p* values in Fig. S1A, B). **c** Irf5 expression in EpiWAT from C57BL/6 J mice on normal chow diet (NCD), ST-HFD or LT-HFD (*n* = 10 per group; Kruskal–Wallis multiple comparisons, left-to-right **p = 0,0063; **p = 0,0015). **d** JC1-Green and JC1-Red fluorescence to assess mitochondrial mass (MT Mass) and membrane potential (mΔΨ) in ATMs of C57BL/6 J mice on NCD, ST-HFD or LT-HFD (*n* = 10 per group on NCD/ST-HFD; *n* = 7 on LT-HFD; one-way ANOVA, **p = 0.0079; ****p = 0,000094). **e** Oxygen consumption rate (OCR) from ATMs of C57BL/6 J mice on NCD, ST-HFD or LT-HFD. Cells treated with Oligomycin (Oli), carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) and Rotenone/Antimycin A (Rot/AA) (*n* = 4 on NCD, *n* = 9 on ST-HFD, *n* = 8 on LT-HFD). **f** Correlation between IRF5 and JC1-Green MFI (Linear regression, Pearson correlation R^2^ = 0.36; *p* = 0.02) and JC1-Red/JC1-Green MFI (R^2^ = 0.22; *p* = 0.04) in ATMs of C57BL/6 J mice on NCD or ST-HFD (*n* = 9 per group). **g** Correlation between Irf5 and F4/80 expression in EpiWAT of C57BL/6 J mice on NCD or ST-HFD (*n* = 10 per group). **h** IRF5 MFI in F4/80^Lo^ and F4/80^Hi^ ATMs of C57BL/6 J mice on NCD or ST-HFD (*n* = 10 per group, two-tailed unpaired *t*-test, **p = 0.004). **i** Flow cytometry contour plots of JC1-Green and JC1-Red in F4/80^Hi^ ATMs of C57BL/6 J on NCD or ST-HFD. MFI of JC1-Green and JC1-Red in F4/80^Hi^ ATMs (*n* = 10 mice per group, two-tailed unpaired *t*-tests, *p = 0.01; ***p = 0.0009). **j** MFI of JC1-Red and JC1-Red/JC1-Green in F4/80^Hi^ EpiWAT ATMs of WT and IRF5-KO mice on ST-HFD (*n* = 10 for WT and 12 for IRF5-KO, two-tailed unpaired *t*-tests, **p = 0.0032; *p = 0.019). **k** tSNE plot of F4/80 and JC1-Red MFI on the stromal vascular fraction of EpiWAT, tSNE plot of JC1-Red MFI on F4/80^Hi^ populations from mice on ST-HFD. Data presented as mean ± SEM. Source Data file provided.

To associate ATM metabolism with IRF5, we evaluated ATM metabolic adaptation and IRF5 expression upon ST- and LT-HFD in C57BL/6 J mice. Mice on ST-HFD and LT-HFD gained weight, increasing WAT mass and losing glycaemic homeostasis over time (Fig. S1C–E). IRF5 expression also increased in epididymal fat pads (EpiWAT) on ST-HFD and LT-HFD (Fig. 1c). We characterised ATM metabolic adaptation using the fluorescent lipid dye BODIPY and the JC-1 dye, a sensor for mitochondrial mass (Mt Mass) and membrane potential (mΔΨ)^23^. On ST- and LT-HFD, ATMs have a higher lipid content and Mt Mass but decreased mΔΨ and mΔΨ-to-mass ratio, relative to mice on a normal chow diet (NCD) (Fig. 1d, S2A). Interestingly, effects on Mt Mass and mΔΨ upon ST-HFD are similar in magnitude to LT-HFD. These data are consistent with previous reports that ATMs become hypermetabolic in DIO^7,8^; however, metabolic adaptation occurs within short-term caloric excess. This was confirmed to contribute to cellular respiration by extracellular flux analyses on F4/80^+^ ATMs (Fig. 1e, S2B).

On ST-HFD, correlations revealed that ATM Mt Mass was positively associated with IRF5 expression and ΔΨ-to-mass ratio was negatively associated (Fig. 1f), ATM lipid content was not associated (Fig. S2C). ATM numbers were positively correlated to IRF5 expression, this was observed by FACS and by qPCR analysis of F4/80 and IRF5 expression in EpiWAT (Fig. 1g, S2D). A UMAP showed that IRF5 was highly expressed in cells that also highly express F4/80 (F4/80^Hi^; Fig. S2E), a population reported to be monocyte-derived^24^. We quantified IRF5 expression in F4/80^Lo^ and F4/80^Hi^ ATMs and found IRF5 to be upregulated in F4/80^Hi^ ATMs on ST-HFD (Fig. 1h; S2F). F4/80^Hi^ ATMs had markedly increased Mt Mass and decreased mΔΨ (Fig. 1i). These results suggest that IRF5 plays a role in ATM mitochondrial adaptation, in particular in F4/80^Hi^ ATMs.

### IRF5 deficiency alters ATM oxidative respiration in response to a short-term high-fat diet

We applied the same model of ST-HFD to IRF5-KO and WT mice. Weight gain and EpiWAT weight were similar between genotypes (Fig. S3A). ATMs from IRF5-KO mice had increased mΔΨ and mΔΨ-to-mass ratio relative to WT mice, lipid content and Mt Mass were not altered (Fig. 1j; Fig. S3B). Analysis by tSNE confirmed JC1-red fluorescence, indicating mΔΨ, was highest in F4/80^Hi^ ATMs and these cells had higher fluorescence in IRF5-KO (Fig. 1k). Under basal conditions, on NCD, IRF5-KO did not affect ATM metabolic phenotype (Fig. S3C), and upon LT-HFD, only a trend to increased intracellular lipid content persisted (Fig. S3D).

To link cytometric analyses to functional respiration, we analysed extracellular flux from magnetically sorted F4/80^+^ ATMs of IRF5-KO and WT mice under NCD and following ST- and LT-HFD. ATMs from IRF5-KO mice had a higher oxygen consumption rate (OCR) following ST-HFD, but not on NCD nor LT-HFD (Fig. 2a). F4/80^−^ cells were unaffected by IRF5 deficiency (Fig. S4A). However, higher OCR in IRF5-KO ATMs remains apparent when whole SVF is analysed under conditions testing mitochondrial, or glycolytic, respiration (Fig. 2b, c). OCR reflects a number of oxygen-consuming processes, a major contributor to which is fatty acid oxidation (FAO)^25^. To evaluate the contribution of FAO to the IRF5-KO respiratory phenotype, we carried out a palmitate oxidation test on SVF, with or without etomoxir, an inhibitor of carnitine palmitoyl transferase (CPT)−1^26^. OCR was higher in palmitate-loaded SVF from IRF5-KO mice upon ST-HFD. This was normalised to WT levels in the presence of etomoxir (Fig. 2d, S4B), indicating that FAO contributes to higher OCR in cells from IRF5-KO mice.

**Fig. 2:**
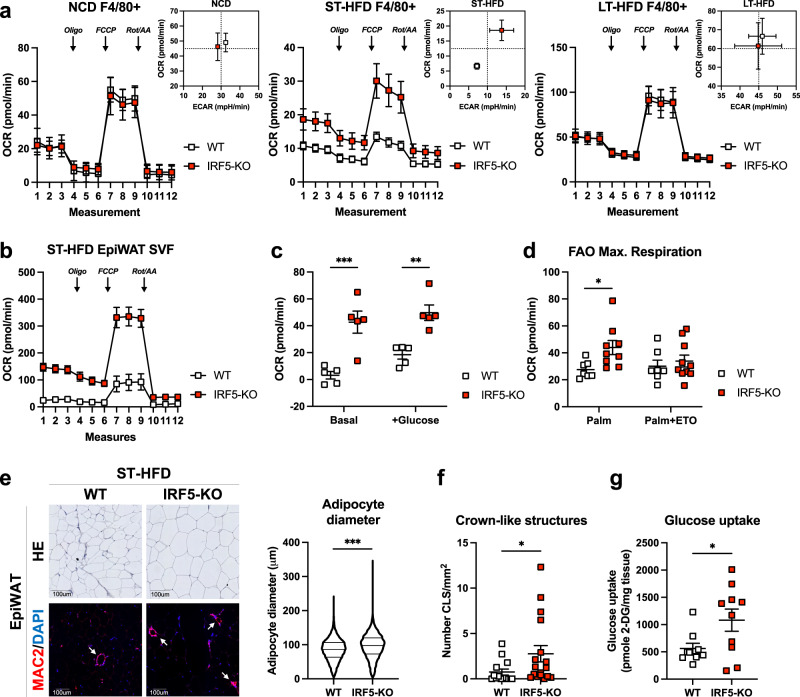
Increased mitochondrial respiration in IRF5-deficient macrophages alters adipose tissue phenotype and function upon short-term high-fat diet. **a** Oxygen consumption rate (OCR) from extracellular flux analysis, following Oligomycin (Oli), carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) and Rotenone/Antimycin A (Rot/AA) treatments, from epididymal white adipose tissue (EpiWAT) magnetically sorted F4/80^+^ cells from WT and IRF5-KO mice on normal chow diet (NCD; left), short-term (ST-) high-fat diet (HFD; middle) and long-term (LT-)HFD (right). Energetic plot with Extracellular acidification rate (ECAR) and OCR from maximal respiration (*n* = 4 mice per genotype for NCD, *n* = 6 WT and 8 IRF5-KO mice for ST-HFD and n = 5 WT and 4 IRF5-KO mice for LT-HFD). **b** OCR from extracellular flux analysis, following Oligo, FCCP and Rot/AA treatments, from EpiWAT stromal vascular fraction (SVF) of WT and IRF5-KO mice on ST-HFD (*n* = 5 mice per genotype). **c** OCR from extracellular flux analysis under basal conditions and following addition of glucose, performed on the EpiWAT SVF of WT and IRF5-KO mice on ST-HFD (*n* = 5 mice per genotype, ***p = 0.0002 and **p = 0.0018 two-way ANOVA). **d** Maximal OCR from Fig. S4B of fatty acid oxidation (FAO) test on EpiWAT SVF from WT (*n* = 7) and IRF5-KO (*n* = 9) mice on ST-HFD (*p = 0.035, one-way ANOVA). Palm palmitate, ETO etomoxir. **e** Representative images of hematoxylin and eosin (HE) staining for adipocyte size and MAC2/DAPI immunostaining to visualise crown-like structures (white arrows), on EpiWAT sections of WT and IRF5-KO mice on ST-HFD (scale bar = 100 um). Right: adipocyte size quantification on the HE staining (data pooled from biologically independent replicates, *n* = 20 WT and 21 IRF5-KO mice, two-tailed unpaired *t*-test, ***p = 0.0001). **f** Crown-like structure quantification on MAC2/DAPI immunostained EpiWAT sections of WT and IRF5-KO mice on ST-HFD (*n* = 14 WT and 17 IRF5-KO mice, two-tailed unpaired *t*-test Welch’s correction, *p = 0.0472). **g** Glucose uptake assay performed on EpiWAT explants from WT and IRF5-KO mice on ST-HFD (*n* = 9 WT and 10 IRF5-KO mice, two-tailed unpaired *t*-test Welch’s correction, *p* = 0.038). Data presented as mean ± SEM. Source Data file provided.

### ATM adaptation in IRF5 deficiency alters adipose tissue phenotypic response to a short-term high-fat diet

As a consequence of ATM phenotype, analysing EpiWAT sections revealed that average adipocyte diameter and frequency of large (>100 um) adipocytes were higher in EpiWAT from IRF5-KO mice (Fig. 2e, S4C). The number of crown-like structures (CLS) was higher, and the number of MAC2^+^ cells had an increasing trend (Fig. 2f, S4D). Despite CLS accumulation in IRF5-KO, we found no difference in the expression of inflammatory markers in EpiWAT, (e.g. IL6, TNF, some markers were not reliably detectable). Cytokine and adipokine levels in circulation were also similar between genotypes (Fig. S4E–G). These phenotypic tissue features were concurrent to a functional increase in glucose uptake capacity in fat pads from IRF5-KO mice (Fig. 2g), and this occurs on a background of similar glycaemia and insulin levels to WT mice (Fig. S4H). Increased glucose uptake might reflect improved glucose homeostasis and insulin sensitivity at the tissue level and could also explain increased adipocyte size in IRF5-KO mice. The EpiWAT phenotype of IRF5-KO mice upon ST-HFD presents similarities with the protective EpiWAT phenotype of IRF5-KO mice upon LT-HFD^17^ (i.e. increased ATM content, improved insulin sensitivity). Importantly, the IRF5-linked respiratory phenotype of ATMs occurs transiently and orchestrates tissue level adaptation at a stage when systemic metabolism is not yet impacted (Fig. S4I). Such early adaptation, underpinned by ATM mitochondrial respiration, is a key event that precedes IRF5 deficiency’s protective metabolic phenotype at the stage of systemic insulin resistance (LT-HFD).

### IRF5 repression of mitochondrial respiration is cell intrinsic, reversible and inducible in mature macrophages

To carry out mechanistic investigations, we moved to bone-marrow-derived macrophages (BMDM). BMDMs from IRF5-KO and WT mice were differentiated and treated for 24 h with bacterial lipopolysaccharides (LPS), a canonical stimulant of the IRF5 signalling pathway, or with palmitate to model lipotoxicity. Testing glycolysis, we found no genotype difference in extracellular acidification rates (ECAR) in control or treated cells (Fig. S5A). Glucose-stimulated OCR was increased in IRF5-KO BMDMs following treatment with LPS or palmitate (Fig. 3a, S5B). Under conditions testing mitochondrial respiration, OCR was increased in IRF5-KO BMDMs following LPS or palmitate treatment, with no difference in untreated cells (Fig. 3b, S5C). The IRF5-linked respiratory phenotype is cell intrinsic and mirrors what we observed in ATMs.

**Fig. 3:**
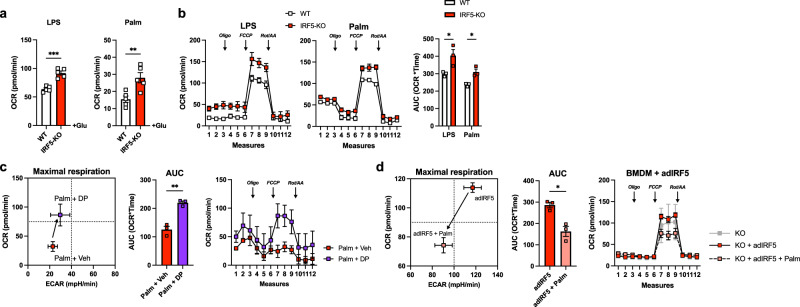
IRF5-deficient hyperoxidative phenotype is cell intrinsic, inducible and reversible in mature bone-marrow-derived macrophages. BMDMs from WT and IRF5-KO mice were treated with lipopolysaccharides (LPS) or palmitate (Palm) for 24 h. **a** Oxygen consumption rate (OCR) following addition of glucose (Glu) from extracellular flux analysis in Fig. S5A. (LPS ***p = 0.0001 and Palm **p = 0.008, two-tailed unpaired *t*-tests) (*n* = 5 per genotype). **b** OCR from extracellular flux analysis with following oligomycin (Oli), carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) and Rotenone/Antimycin A (Rot/AA) treatments (left) and area under the curve (AUC) (right) (*n* = 3 per genotype; *p = 0.038, and *p = 0.013 two-tailed unpaired *t*-test). **c** BMDMs from C57BL/6 J mice were treated with an IRF5-decoy peptide (DP) or a vehicle (Veh) and with palmitate (Palm). Energetic plot (left) of maximal respiration from extracellular flux analysis (right) and AUC (middle) (*n* = 3 per condition, two-tailed unpaired *t*-test, **p = 0.0022). **d** BMDMs from IRF5-KO mice were transfected with an IRF5 adenovirus (adIRF5) and treated with palmitate. Energetic plot (left) of maximal respiration from mitochondrial stress test (right) and AUC (middle) (*n* = 3 for KO + adIRF5 and KO + adIRF5 + Palm; *n* = 2 for KO, two-tailed unpaired *t*-test between KO + adIRF5 and KO + adIRF5 + Palm, *p = 0.01). Data presented as mean ± SEM. Source Data file provided.

To evaluate whether the respiratory phenotype is the result of genetic deficiency or if it is inducible in mature macrophages, we applied an IRF5 inhibitory decoy peptide (IRF5-DP) to mature BMDMs from WT mice. IRF5-DP binds to IRF5, preventing its nuclear translocation^27^. LPS-induction of TNF is prevented by IRF5-DP, confirming that it blocks the transcriptional activity of IRF5 (Fig. S5D). When treated with palmitate, metabolic flux analyses showed that IRF5-DP increased OCR relative to the vehicle, replicating the effect of genetic deficiency (Fig. 3c). This result indicates a requirement for IRF5 nuclear translocation and rules out a differentiation effect of genetic deficiency. We next used adenoviral delivery to re-introduce IRF5 expression in BMDMs from IRF5-KO mice, IRF5 adenovirus (adIRF5) resulted in a 1.4-fold increase in IRF5 expression (Fig. S5F). Following palmitate treatment, OCR was decreased in cells treated with adIRF5, but not in cells treated with the control adenovirus (adGFP; Fig. 3d, S5G).

### IRF5 deficiency alters concentrations of TCA cycle metabolites and structural components of mitochondria in response to palmitate treatment

To understand how IRF5 affects mitochondrial function, we quantified TCA cycle metabolites in IRF5-KO, and WT BMDMs treated with palmitate or with LPS. A PCA score plot revealed a genotype-dependent difference in metabolite profile within 2 h of treatment with palmitate but not with LPS, and most differences were normalised by 24 h (Fig. 4a, S6A, B). This was confirmed by carrying out a PCA only on 2 h Palm-treated samples (Fig. 4b). Variable ranking revealed lactate was the biggest contributor to the IRF5-dependent response to palmitate, and it had a higher concentration in IRF5-KO BMDMs (Fig. 4c). Lactate is a glycolysis end-product destined for extracellular release^28^ (Fig. 4d). However, ECAR was lower in IRF5-KO BMDM under these test conditions, indicating lactate is released at a slower rate (Fig. 4e). Thus, lactate accumulation in IRF5-KO BMDM can be explained by its increased retention. Interestingly, intracellular lactate has recently been reported to be subject to oxidation in M2-like macrophages, potentially contributing to oxygen consumption^29^. Consequently, analysing mitochondrial respiration found increased OCR in IRF5-KO BMDM under these conditions.

**Fig. 4:**
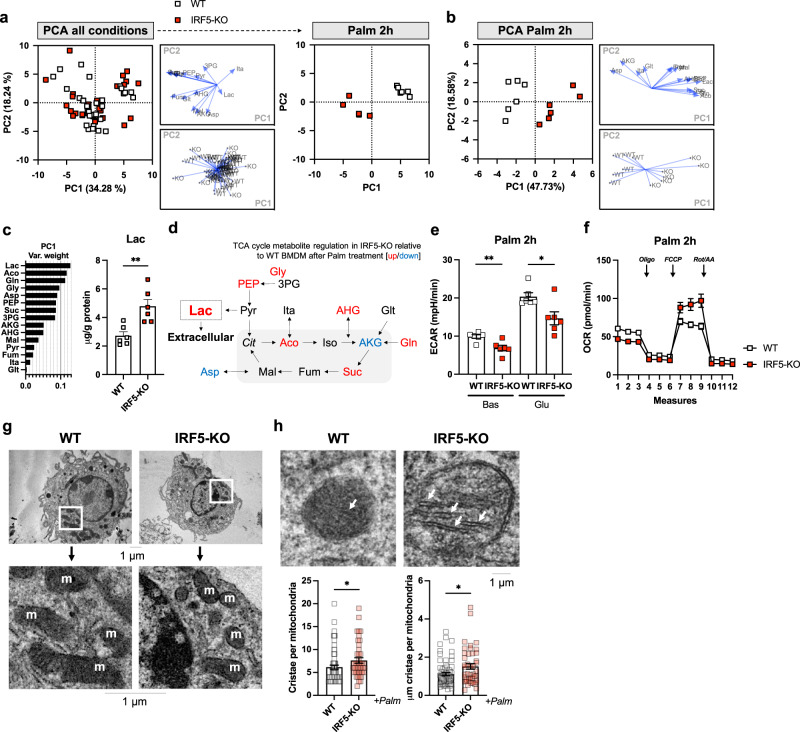
IRF5-KO alters TCA cycle metabolite concentrations and mitochondrial structural components in macrophages in response to lipotoxicity. Bone-marrow-derived macrophages (BMDMs) from WT and IRF5-KO mice were treated with either bacterial lipopolysaccharides (LPS) or palmitate (Palm) for 2 or 24 h. Targeted metabolomics analyses were carried out to quantify intracellular tricarboxylic acid (TCA) cycle metabolites (*n* = 5–6 per condition) and electron microscopy was carried out to evaluate mitochondrial structural characteristics (*n* = 3 per condition). **a** Principal component analysis (PCA) on TCA cycle metabolites in all conditions. Palm 2 h condition separated (right). **b** PCA on TCA cycle metabolites in WT and IRF5-KO BMDMs stimulated with Palm for 2 h. **c** Variable weighting from PCA, percent variance contribution to principal component (PC)1, upon 2 h of Palm treatment. Lactate (Lac) intracellular concentration in WT and IRF5-KO BMDMs treated with Palm for 2 h (*n* = 6 per condition, **p = 0.003, two-tailed unpaired *t*-test). Aco aconitate, Gln glutamine, Gly glycerate, Asp aspartate, PEP phosphoenol pyruvate, Suc succinate, 3PG 3-phospho glycerate, AKG a-ketoglutarate, AHG a-hydroxyglutarate, Mal malate, Pyr pyruvate, Fum fumarate, Ita itaconate, Glt glutamate. **d** Schematic representation of metabolites with increased (red) or decreased (blue) abundance in IRF5-KO relative to WT BMDMs following treatment with Palm. Cit citrate, Iso isocitrate. **e** Extracellular acidification rate (ECAR) from extracellular flux analysis under Basal (Bas) and glucose-stimulated (Glu) conditions, of WT and IRF5-KO BMDMs treated with Palm for 2 h (*n* = 5 per condition, two-tailed unpaired *t*-tests, **p = 0.006, *p = 0.01). **f** Oxygen consumption rate (OCR) from extracellular flux analysis, with oligomycin (Oli), carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) and Rotenone/Antimycin A (Rot/AA) administration, performed on WT and IRF5-KO BMDMs, treated with Palm for 2 h (*n* = 5 per condition). **g** Electron micrograph and magnified inlet of BMDMs from WT and IRF5-KO mice after 2 h Palm treatment. Mitochondria are marked by ‘m’. **h** Mitochondrial cristae (white arrows) in electron micrograph and length and number of cristae of BMDMs from IRF5-KO and WT mice following Palm treatment for 2 h (*p = 0.01, *p = 0.04 unpaired *t*-test). Cell were derived from *n* = 3 independent animals per genotype and individual mitochondria were analysed in each sample (*n* = 26, 23 and 20 for WT and *n* = 11, 16 and 16 for IRF5-KO). Data presented as mean ± SEM. Source Data file provided.

**Fig. 5:**
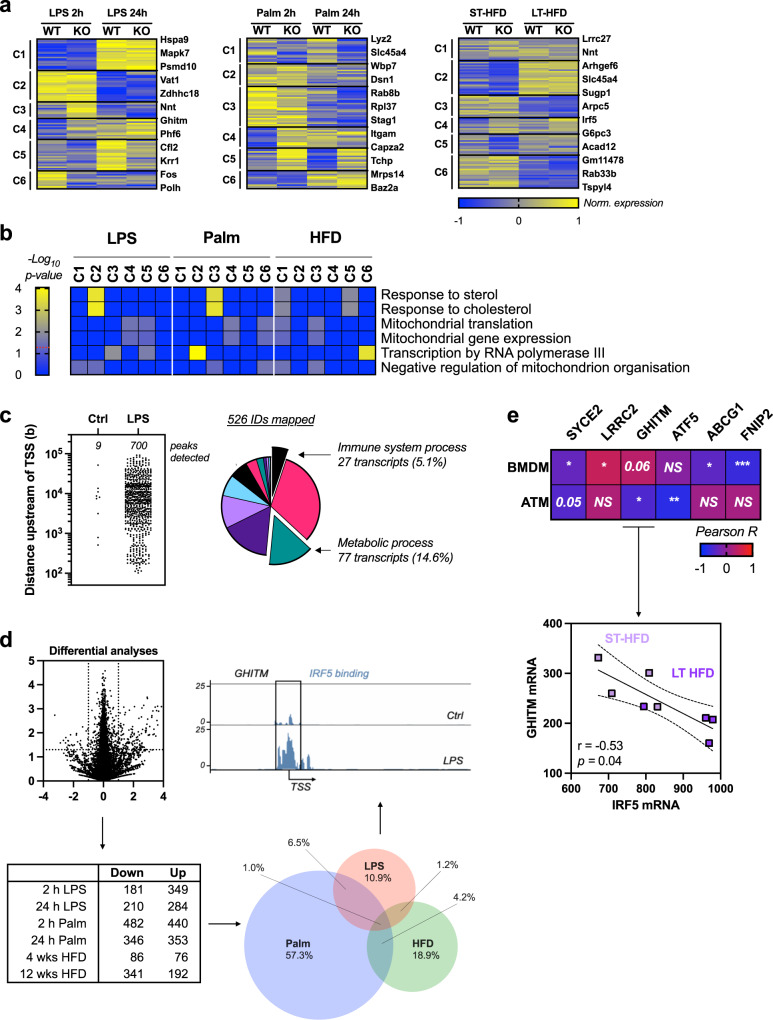
IRF5 binds to and regulates expression of genes that control mitochondrial structure and metabolism in bone-marrow-derived macrophages and adipose tissue macrophages in response to metabolic stress. **a** Clustering analysis on RNA sequencing from bone-marrow-derived macrophages (BMDM) from IRF5-KO and WT mice treated for 2 or 24 h with bacterial lipopolysaccharides (LPS) or palmitate (Palm) and epididymal white adipose tissue (EpiWAT) F4/80^+^ macrophages (ATMs) from IRF5-KO and WT mice following short-term (ST-) or long-term (LT-) high-fat diet (HFD). Clustering analyses was applied to genes differentially expressed between genotypes in at least one condition. **b** Gene ontology (GO) term enrichment, related to mitochondria and lipotoxicity. Genes from differentially regulated clusters in panel **a** and Fig S7A (Binomial test of gene list compared to species reference genome). **c** Publicly available chromatin immunoprecipitation (ChIP) seq of IRF5 in BMDMs treated with LPS for 120 min was procured. Peaks of interest were determined as either at or upstream of transcription start sites (TSS). Annotated genes were subjected to gene ontology (GO) enrichment analyses. **d** Differential analysis between genotypes per treatment: 2- or 24-h treatment with LPS or Palm and in EpiWAT ATMs following ST- or LT-HFD (Wald test *p*-value <0.05, equivalent to −log_10_ *p*-value > 1.3, and Log_2_FC > 1.0). Venn diagram of differentially expressed genes between genotypes, per treatment condition. Percentage refers to proportion of genes in overlap. Gene track from ChIP-seq in **c**. of GHITM gene which overlaps all conditions and also bound by IRF5. **e** Correlative analyses of IRF5 expression and the expression of previously identified overlapping genes in **d**; and notably GHITM expression in ATMs from IRF5-competent mice fed a ST- or LT-HFD (Pearson’s correlation, Pearson *r* = −0.83, two-tailed *p* = 0.009). Data presented as mean ± SEM. Source Data file provided.

We also applied electron microscopy to BMDMs under these same conditions to evaluate potential structural mechanisms. Mitochondrial density, form factor and aspect ratio were not altered between IRF5-KO and WT BMDM (Fig. 4g, S6C), suggesting no adaptation in mitochondrial dynamics as quantifiable by these parameters. However, we did find that mitochondrial cristae were denser and had a larger surface area in IRF5-KO BMDM (Fig. 4h). Well-developed cristae structures may provide a mechanism to increase the surface area for oxidative respiration, allowing IRF5-KO BMDM to maintain their hyperoxidative phenotype.

The above analyses highlight two potential mechanisms that can contribute to increased oxidative respiration in IRF5-deficient macrophages: (1) increase in oxidisable intracellular lactate, or (2) increase in mitochondrial respiratory surface area.

### IRF5 binds and regulates the expression of the mitochondrial matrix protein GHITM

To resolve a transcriptional mechanism, we carried out RNA-seq on ATMs (ST- and LT-HFD) and BMDM (0, 2 and 24 h stimulation with LPS or Palm) from IRF5-KO and WT mice. Coregulated clusters were defined based on genotype effect and on a trajectory over time (Fig. 5a, S7A). A number of terms relating to lipotoxicity and mitochondrial function were enriched across all conditions (e.g. response to cholesterol, mitochondrial translation; Fig. 5b). 

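In ATMs, the Reactome set Cholesterol biosynthesis (19 tested genes) had a median log2 fold change between genotypes of 0.12 on ST-HFD (camera adjusted p = 0.127) and 0.14 on LT-HFD (adjusted p = 0.330). This set is not the paper's term, response to cholesterol, and camera tests a shift between genotypes rather than enrichment of clusters. Mitochondrial translation (85 genes) had a median of -0.02 on ST-HFD (adjusted p = 0.239). On LT-HFD its median was 0.07, with 57 of 85 genes higher in the libraries labelled IRF5-KO (adjusted p = 0.0225). This last call did not hold with an estimated correlation (adjusted p = 0.605), under fry (adjusted p = 0.592) or with replicates paired (camera adjusted p = 0.0556). It was also lost in 5 of 8 fits without 1 library (camera adjusted p = 0.536 without IRF5-KO replicate 2). The 12 genes labelled for HFD in Fig. 5a had log2 fold changes from -0.60 to 0.24 on ST-HFD. The 11 of them tested on LT-HFD had log2 fold changes from -0.35 to 0.43. None had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, where the smallest adjusted p was 1.00 on ST-HFD and 0.853 on LT-HFD. The BMDM libraries were not analysed here.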

We also acquired ChIP-seq data that maps IRF5 binding in BMDM^30^. Of 526 bound genes, 77 (14.6%) enriched the metabolic process GO term (Fig. 5c), indicating a level of transcriptional control over metabolism.

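Between genotypes in ATMs, Lyz1 had an adjusted p under 0.05 at both diet durations and Lyz2 on LT-HFD. Lyz2 (ENSMUSG00000069516, chromosome 10 of GRCm38, 117277331 to 117282321) carries the Cre insertion of the LysM-Cre line used to delete Irf5. Its level on ST-HFD was 3514 ± 331 CPM (SD, n = 4) in the libraries labelled WT and 1792 ± 265 CPM in those labelled IRF5-KO. The log2 fold change was -0.97 (standard error 0.14, adjusted p = 0.106 from edgeR's quasi-likelihood test). On LT-HFD its level fell from 3610 ± 487 CPM (SD, n = 4) to 1751 ± 173 CPM, a log2 fold change of -1.04 (standard error 0.14, adjusted p = 0.0484 from edgeR's quasi-likelihood test). Lyz1 (ENSMUSG00000069515, 117287797 to 117292868) is the neighbouring paralog of Lyz2, and reads shared by the 2 genes could be split between them by the counting. Its log2 fold change was 2.51 on ST-HFD (standard error 0.21, adjusted p = 0.00124) and 2.04 on LT-HFD (standard error 0.27, adjusted p = 0.0484) in edgeR's quasi-likelihood test. For both genes the genotypes did not overlap at either duration. When each LT-HFD library was left out in turn, 7 of the 8 fits gave an adjusted p of 0.05 or more for each gene, while Lyz1 kept its call in all 8 fits on ST-HFD. With DESeq2's Wald test, the paper's tool, 2 genes had an adjusted p under 0.05 on ST-HFD and 7 on LT-HFD. At an unadjusted p under 0.05 and an absolute log2 fold change over 1, DESeq2 gave 79 genes higher and 26 lower on ST-HFD, and 80 higher and 99 lower on LT-HFD. Of the DESeq2 genes at these thresholds, 79.05% on ST-HFD and 57.0% on LT-HFD had a mean normalized count under 10. The genes at these thresholds at both durations numbered 1 with edgeR and 5 with DESeq2.

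**Figure D1:**
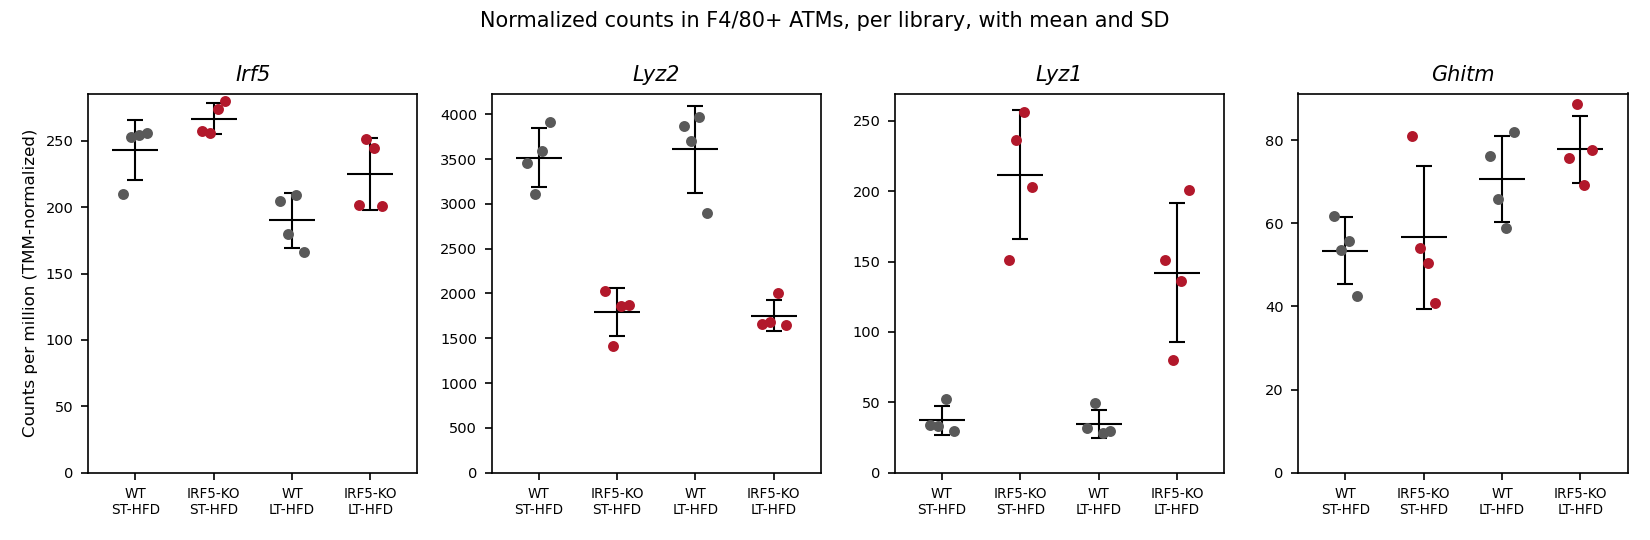
TMM-normalized counts scaled to library size (CPM, vertical axes, from 0) of Irf5, Lyz2, Lyz1 and Ghitm in each of the 16 ATM libraries, by labelled genotype and diet duration; points are libraries, horizontal lines means and bars SD (n = 4). Lyz2 lies between 2899 and 3972.7 CPM in the LT-HFD libraries labelled WT and between 1649 and 2009 CPM in those labelled IRF5-KO.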

To define a list of targets, we carried out differential expression analyses of RNA-seq data between genotypes, per condition and per timepoint (Fig. 5d). Palmitate treatment had the highest number of differentially expressed genes, followed by LPS and HFD; 34 targets (1%) were represented in all conditions. 

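In ATMs, none of Atf5, Syce2, Abcg1, Lrrc27, Fnip2 and Ghitm had an unadjusted p under 0.05 between genotypes at a diet duration where it was tested, in edgeR's quasi-likelihood test. Ghitm (ENSMUSG00000041028) lies on chromosome 14 of GRCm38 from 37120092 to 37135272. Its level on ST-HFD was 53.4 ± 8.04 CPM (SD, n = 4) in the libraries labelled WT and 56.6 ± 17.1 CPM in those labelled IRF5-KO, a log2 fold change of 0.09 (standard error 0.20, adjusted p = 1.00 from edgeR's quasi-likelihood test). On LT-HFD its level was 70.7 ± 10.4 CPM (SD, n = 4) and 77.8 ± 8.11 CPM, a log2 fold change of 0.14 (standard error 0.13, adjusted p = 0.929 from edgeR's quasi-likelihood test). Both differences were smaller than the spread between replicates. Without IRF5-KO ST-HFD replicate 1, the ST-HFD log2 fold change of Ghitm was -0.14. Adjusted over the list alone, Ghitm had an adjusted p of 0.931 on ST-HFD and 0.405 on LT-HFD in edgeR's quasi-likelihood test, and 0 of the 6 genes on ST-HFD and 0 of the 5 tested on LT-HFD were under 0.05. The paper drew this list partly from these samples, so the list is not independent of them. On LT-HFD, Syce2 had a log2 fold change of 0.71 (standard error 0.38, adjusted p = 0.853) and Fnip2 of 0.35 (standard error 0.18, adjusted p = 0.853) in edgeR's quasi-likelihood test. Syce2 had 4 to 25 counts per library on LT-HFD, and Lrrc27, with 2 to 18, was not tested there. The annotation has genes on the opposite strand overlapping Atf5, Syce2, Lrrc27 and Fnip2, and genes on the same strand overlapping Abcg1 and Fnip2.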

Intersection with ChIP-seq revealed 6 genes were differentially expressed and were also bound by IRF5 at, or upstream of, transcription start sites: *Atf5, Syce2, Abcg1, Lrrc27, Fnip2* and *Ghitm*. GHITM has an overt function in maintaining inner membrane cristae structures^31^ (Fig. 5d), and its expression was negatively correlated with *Irf5* expression in ATMs from WT mice (Fig. 5e). These data indicate that *Ghitm* may be a mechanistic target of IRF5 that can influence mitochondrial respiration.

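Over the 8 WT libraries, normalized together, Irf5 and Ghitm had a Pearson r of -0.832 (exact permutation p = 0.0103, two-sided, over 40320 pairings) and a Spearman rho of -0.857 (exact permutation p = 0.0107). Adjusted by Benjamini-Hochberg over the 6 genes tested against Irf5, these p were 0.0310 and 0.0643. Without the 2 libraries farthest from the median of Irf5, r was -0.734 (exact permutation p = 0.0889, n = 6), so the p, though not the direction, rests on those libraries. With 6 libraries left, other choices of 2 also mattered, as r lay between -0.927 and -0.681 and 18 of the 28 possible pairs left an exact permutation p under 0.05. Leaving out single libraries gave r from -0.874 to -0.739 and an exact permutation p of at most 0.0490. Adjusted over the 6 genes, the exact permutation p passed 0.05 in 3 of these 8 fits. It was 0.0696, 0.0649 and 0.108 without WT ST-HFD replicates 2, 3 and 4, and 0.0673 and 0.0980 without WT LT-HFD replicates 3 and 4. Between the diet durations in WT, the log2 fold change from ST-HFD to LT-HFD was -0.30 for Irf5 (adjusted p = 0.0485) and 0.47 for Ghitm (adjusted p = 0.0608) in edgeR's quasi-likelihood test. Irf5 was 236 ± 22.5 CPM (SD, n = 4) in the WT libraries labelled ST-HFD and 195 ± 20.1 CPM in those labelled LT-HFD, while Ghitm was 51.8 ± 7.84 CPM and 72.5 ± 11.1 CPM. With each gene centred within diet duration, r was -0.601 (exact permutation p = 0.118 over 576 pairings, adjusted p = 0.354) and rho -0.667 (exact permutation p = 0.132, adjusted p = 0.542). The 4 libraries of each duration are too few for a value of their own. With DESeq2's normalized counts the pooled r was -0.845 (exact permutation p = 0.00851, adjusted p = 0.0255) and rho -0.905 (exact permutation p = 0.00456, adjusted p = 0.0274). In the 8 libraries labelled IRF5-KO, r was -0.602 (exact permutation p = 0.115), and it was -0.224 after centring (exact permutation p = 0.505). Atf5 had an r of -0.747 with Irf5 in the WT libraries (exact permutation p = 0.00263, adjusted p = 0.0158) and of -0.573 after centring (exact permutation p = 0.0920, adjusted p = 0.354). Its rho in the WT libraries was -0.738 (exact permutation p = 0.0458, adjusted p = 0.1375). For its r, the adjusted exact permutation p ranged from 0.00714 without WT ST-HFD replicate 1 to 0.108 without WT ST-HFD replicate 4. In the libraries labelled IRF5-KO its r was -0.868 (exact permutation p = 6.45e-04, adjusted p = 0.00387), and -0.752 after centring (exact permutation p = 0.00347, adjusted p = 0.0208). In WT, Syce2 had an r of 0.697 (exact permutation p = 0.0515, adjusted p = 0.103). Abcg1, Lrrc27 and Fnip2 had r from 0.101 to 0.256. Fig. 5e draws the libraries labelled 4 weeks as LT-HFD and those labelled 12 weeks as ST-HFD, so the direction of each gene between durations follows the library labels here. The paper takes this correlation together with differential expression, the binding of IRF5 at Ghitm and the role of GHITM in cristae. From these the paper proposes that Ghitm may be an IRF5 target able to influence mitochondrial respiration.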

Single-cell sequencing data^12^ from mice on HFD confirmed that *Irf5* and *Ghitm* are highly expressed in monocytes and ATMs, *Ghitm* expression was higher than all other targets identified (Figs. 6a, b, S8A). *Irf5* and *Ghitm* expression were negatively correlated (R = −0.44; *p* < 0.001), supporting our own data (Fig. 6c, d). *Irf5* expression increased over time and remained negatively correlated to *Ghitm* expression in monocytes and ATMs (Fig. 6b, d). Data analysed from Jaitin et al.^12^, Saliba et al.^30^, together with our work, strongly suggest that the interaction between IRF5 and *Ghitm* influences macrophage respiratory phenotype.

**Fig. 6:**
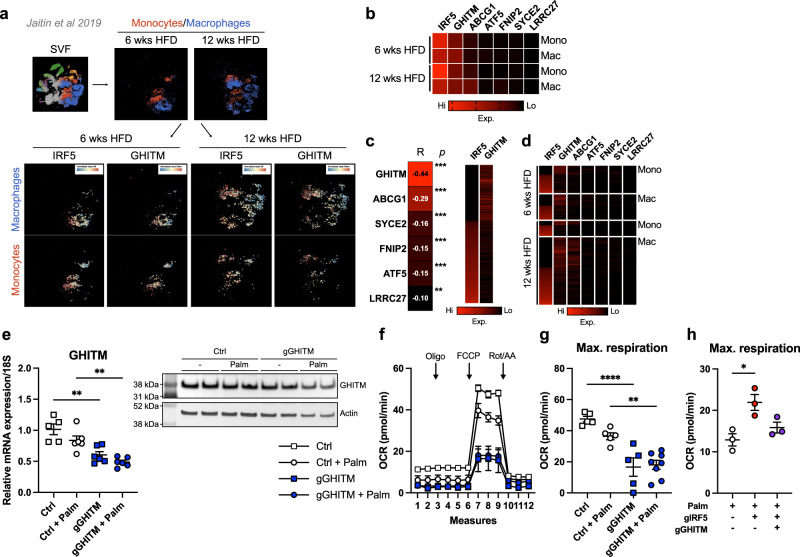
IRF5 and GHITM are highly expressed and reciprocally regulated in epididymal white adipose tissue macrophages and monocytes. **a** Single-cell RNA sequencing of the epididymal white adipose tissue (EpiWAT) stromal vascular fraction (SVF) of C57BL/6 J mice following 6 or 12 weeks of high-fat feeding (Jaitin et al., 2019). Macrophages and monocytes were identified and expression of IRF5 and of GHITM were projected onto tSNE plots per cell type and duration of high-fat feeding. **b** Heatmap of mean expression values of IRF5, GHITM, ABCG1, SYCE2, FNIP2, ATF5 and LRRC27 over time and by cell type [monocytes (Mono) or macrophages (Mac)]. **c** Correlative analyses between IRF5 expression and expression of GHITM, ABCG1, SYCE2, FNIP2, ATF5 and LRRC27 at the single-cell level (Pearson’s correlation, Pearson *r*; two-tailed ***p < 0.0001 and **p = 0.004). Heatmap of IRF5 and GHITM expression, each line represents a single cell. **d** Heatmap of single-cell expression of IRF5, GHITM, ABCG1, SYCE2, FNIP2, ATF5 and LRRC27 over time and by cell type, each line represents a single cell. **e** Gene expression of GHITM in bone-marrow-derived macrophages (BMDMs) from mice with myeloid-restricted Cas9-GFP expression, treated with lipofection agent (Ctrl) or with a guide RNA (gRNA) targeting GHITM (gGHITM) and with or without Palm treatment for 2 h (*n* = 5 for Ctrl, *n* = 6 for other conditions, one-way ANOVA. ***p = 0.0003, left *p = 0.0423, right *p = 0.0167). Western blotting against GHITM in the same experimental design, quantification and blot in Fig. S8D, S8E (n = 2 per condition). **f** Oxygen consumption rate (OCR) from extracellular flux analysis in BMDMs with or without Palm treatment following transfection with gGHITM or with lipofection agent alone (Ctrl). Oligomycin (Oli), carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) and Rotenone/Antimycin A (Rot/AA) were administered (*n* = 5 for Ctrl, Ctrl+Palm and gGHITM; *n* = 8 for gGHITM + Palm). **g** Maximal respiration from extracellular flux analysis (*n* = 5 for Ctrl, Ctrl + Palm and gGHITM; *n* = 8 for gGHITM+Palm; one-way ANOVA, ****p = 0.000065 and **p = 0.0051). **h** Maximal respiration from extracellular flux analysis on Palm-treated BMDMs following transfection with a gRNA targeting IRF5 (gIRF5), double transfection with gGHITM and gIRF5 or with lipofection agent alone (Ctrl) (*n* = 3 per condition; one-way ANOVA, *p = 0.0428). Data presented as mean ± SEM. Source Data file provided.

We chose to pursue a GHITM-mediated mechanism as a contributor to increased oxygen consumption through the maintenance of cristae structures in IRF5-deficient macrophages (Fig. 4h). As for the potential contribution of lactate oxidation, none of the identified targets had a described function in lactate metabolism, and thus IRF5-dependent remodelling of the TCA cycle could be an area for future investigation beyond the scope of current work.

### GHITM knockdown reverses hyperoxidative phenotype of IRF5-deficient macrophages

With guide RNAs (gRNA) targeting *Ghitm* (gGHITM), we transduced BMDM expressing the Clustered Regularly Interspaced Short Palindromic Repeats (CRISPR)-Associated Protein (Cas)−9 linked to EGFP and under control of the *Lyz2* promoter (Fig. S8B). Transfection with gGHITM resulted in a 40 % decrease in expression (Fig. S8C). We subjected BMDM to palmitate treatment, GHITM expression decreased in response to palmitate and upon transfection (Fig. 6e, S8D, S8E). Transfection with gGHITM also decreased OCR measures, in particular at maximal respiration, in untreated and palmitate-treated cells (Fig. 6f). We then targeted *Irf5* alone (gIRF5) or co-transfected with gIRF5 and gGHITM (Fig. S8F). Extracellular flux analysis after palmitate treatment revealed that gIRF5 increased OCR, reproducing the IRF5-KO phenotype (Fig. 6h, S8G). Co-transfection with gGHITM normalised respiration to control levels (Fig. 6h, S8G). These results indicate GHITM contributes to increased oxidative respiration in IRF5-deficient macrophages.

### IRF5-GHITM regulatory axis is conserved in patients with obesity and type-2 diabetes

RNA-seq on IRF5^+^ and IRF5^−^ monocytes from patients with T2D revealed 3211 upregulated and 295 downregulated genes in IRF5^+^ monocytes (Fig. 7a). Terms for mitochondrial organisation and protein localisation to mitochondria were under-represented amongst upregulated genes while downregulated genes enriched lipid catabolism terms (Fig. 7b). Additionally, *Ghitm* was consistently downregulated in IRF5^+^ relative to IRF5^−^ cells (Fig. 7c).

**Fig. 7:**
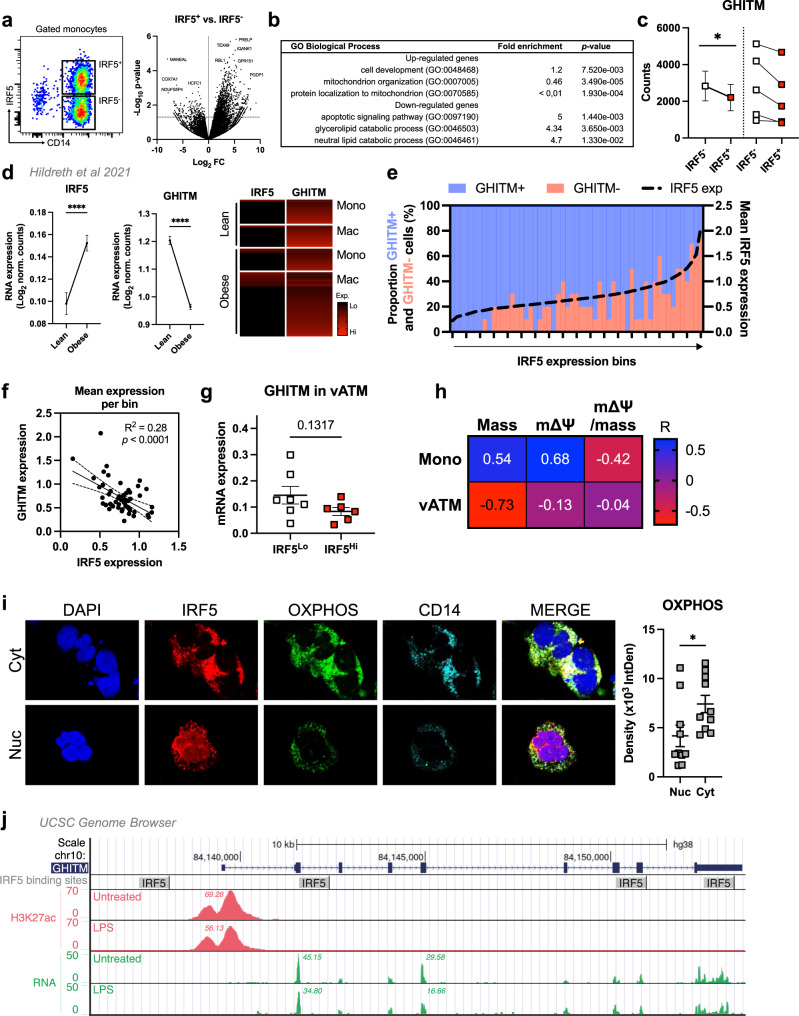
IRF5 binds to GHITM and regulates mitochondrial activity in human monocytes and adipose tissue macrophages. **a** CD14^+^ Monocytes from patients with type-2 diabetes (T2D; *n* = 5) were sorted based on expression of IRF5 for RNA-seq. Differential analyses were paired by patient and carried out on IRF5^+^ versus IRF5^-^ monocytes (*n* = 5, Wald test *p*-value < 0.05). **b** Gene ontology (GO) term enrichment from upregulated and downregulated genes in IRF5^+^ versus IRF5^-^ monocytes. **c** Expression of Ghitm in IRF5^-^ and IRF5^+^ monocytes (*n* = 5, *p = 0.039, two-tailed paired *t*-test). **d** Irf5 and Ghitm counts in white adipose tissue (WAT) macrophages and monocytes, from public dataset of scRNA-seq of the stromal vascular fraction (SVF) of patients that are lean or with obesity^32^ (two-tailed unpaired *t*-test, ****p < 0.0001). Heatmap of single-cell expression of Irf5 and Ghitm from monocytes (Mon) and macrophages (Mac), each line represents a single cell. **e** Proportion of Ghitm + (blue) and Ghitm− (red) cells in 10-cell bins by increasing Irf5 expression. **f** Correlation of Ghitm and Irf5 mean expression per bin (Pearson’s correlation Pearson *R*^*2*^ = 0.28, two-tailed *p* < 0.0001). **g** Ghitm expression in CD14^+^ human visceral adipose tissue macrophages (vATMs). Samples were stratified based on expression of Irf5 into IRF5^Lo^ versus IRF5^Hi^ expressors (IRF5^Lo^ *n* = 7 and IRF5^Hi^ *n* = 6, two-tailed unpaired *t*-test, *p* = 0.13). **h** Correlation of IRF5 MFI, JC1-Green (mitochondrial mass, Mt Mass), JC1-Red (mΔΨ), and mΔΨ/mass in vATM from patients with obesity and in monocytes from patients with T2D (Mono) (*n* = 11 for monocytes, *n* = 9 for ATMs, Pearson’s correlation, Pearson *r* shown, *p*-values in Fig S9D). **i** Immunofluorescence staining of IRF5 (red), oxidative phosphorylation (OXPHOS) enzyme complexes (green) and CD14 (cyan) in human monocytes from patients with T2D. Nuclei stained visualised with DAPI (blue). Samples were separated based on IRF5 localisation, either nuclear (Nuc) or cytoplasmic (Cyt). Quantification of OXPHOS staining in Nuc and Cyt samples (*n* = 10 per condition, two-tailed unpaired *t*-test, *p = 0.0335). **j** University of California Santa Cruz (UCSC) genome browser^51–53^ (http://genome.ucsc.edu*)* tracks at the GHITM locus. JASPAR2020^54^ tracks visualise transcription factor binding sites for IRF5. BLUEPRINT^55,56^ to visualise RNA expression and H3K27 acetylation marks in LPS-treated and -untreated human monocyte-derived macrophages (session link). Data presented as mean ± SEM. Source Data file provided.

ScRNA-seq on SVF from lean and obese humans^32^ confirmed previous reports that *Irf5* expression is increased with obesity and revealed a concurrent decrease in *Ghitm* expression (Fig. 7d, S9A). Cell-by-cell visualisation indicated that as cells gain expression of *Irf5*, they lose expression of *Ghitm* (Fig. 7d, S9B). We next binned cells by increasing levels of *Irf5* expression and found that as *Irf5* expression increased, the proportion of *Ghitm*^*+*^ cells decreased (Fig. 7e). Correlative analyses revealed a strong negative association between *Irf5* and *Ghitm* mean expression per bin (Fig. 7f). For further analysis, we obtained WAT biopsies from a cohort of patients with obesity and sorted CD14^+^ ATMs from subcutaneous and visceral fat depots (scATMs, vATMs) for qRT-PCR analysis. Samples were designated as IRF5^Hi^ or IRF5^Lo^ expressors, in which we found similar counter-regulation of *Ghitm* in vATMs, but not in scATMs (Fig. 7g, S9C). In functional analyses, we found negative association trends between IRF5 expression and Mt Mass, mΔΨ and mΔΨ-to-mass ratio in vATMs, and mΔΨ-to-mass ratio in monocytes (Fig. 7h, S9D). These results demonstrate that the IRF5-GHITM axis is conserved in humans and may be associated with mitochondrial adaptation of ATMs and monocytes in obesity and T2D.

To evaluate the potential for transcriptional regulation, we stained monocytes from patients with T2D for IRF5 and for oxidative phosphorylation (OXPHOS) enzyme complexes (Fig. 7i). These complexes are typically anchored to the cristae structures maintained by GHITM^31,33^. Monocytes with nuclear localisation of IRF5 (Nuc) had lower OXPHOS staining density relative to those with cytoplasmic staining (Cyt). Loss of OXPHOS complex density is associated with nuclear localisation of IRF5, indicating a transcriptional mechanism. Lastly, we used the University of California Santa Cruz (UCSC) genome browser to visualise IRF5 binding regions around the *Ghitm* gene. Several IRF5 binding regions were found on and upstream of *Ghitm* (Fig. 7j). On this same resource, the expression of *Ghitm* mRNA is decreased in LPS-treated human monocyte-derived macrophages (HMDM), and this coincides with a decrease in active transcription histone mark H3K27ac. The above analyses demonstrate that IFR5 can bind to the *Ghitm* gene in humans, *Irf5* and *Ghitm* are also reciprocally regulated, indicating that IRF5’s transcriptional activity may be targeted to *Ghitm* upon macrophage polarisation.

## Discussion

WAT is a key responder to caloric excess. Adaptive responses dictate disease course in metabolic syndrome, and a major determinant of tissue adaptation is the phenotype and function of ATMs. ATMs are a heterogenous population of cells ranging from regulatory to highly inflammatory, the latter contributing to the systemic metabolic decline in obesity and T2D. As sentinel cells with roles in maintaining homeostasis, the molecular mechanisms of ATM adaptation to early caloric excess remain to be fully understood. Here we demonstrate that ATMs undergo extensive IRF5-dependent energetic adaptation upon short-term caloric excess. ATM oxidative capacity is limited by IRF5’s transcriptional interaction with *Ghitm*, the gene coding an inner mitochondrial membrane protein that maintains mitochondrial architecture for efficient oxidative respiration. Decreased GHITM expression and loss of cristae organisation occur at an early stage of DIO and represent an IRF5-dependent mechanism that may contribute to loss of microenvironmental homeostasis and development of insulin resistance (Fig. 8). Previous studies show that inflammation arises in WAT and is mediated by ATMs. The key implication of IRF5 in this inflammation and the development of T2D has been demonstrated^17^. *Irf5* gain-of-function risk variants have also been associated with increasing macrophage glycolytic flux^18^, a cellular process that supports inflammatory effector function. A recent study also demonstrated that IRF5 regulates airway macrophage metabolic response to viral infection^34^. Here we hypothesised that this transcription factor may have a role to play in adapting ATM metabolism in response to caloric excess. We first found that metabolically relevant genes were disproportionally represented in the IRF5-deficient transcriptome upon short-term but not long-term high-fat feeding. The latter is enriched by inflammation-related genes. In coherence with a study by Lee et al.^16^ that demonstrated immunocompromised mice developed insulin resistance upon short-term high-fat feeding, indicating that inflammation is not required for loss of glycaemic homeostasis in short-term caloric excess. A further study by Shimobayashi et al.^35^ confirmed this, demonstrating that WAT was disproportionately affected and that early loss of glycaemic homeostasis precedes inflammation. Our findings are supported by these studies, within 4 weeks of high-fat feeding, mice develop altered glucose homeostasis, however, without an overt IRF5-linked inflammatory signature. We did, however, demonstrate that ATMs undergo adaptation and are energetically distinct at this timepoint when compared to mice on a NCD.

**Fig. 8:**
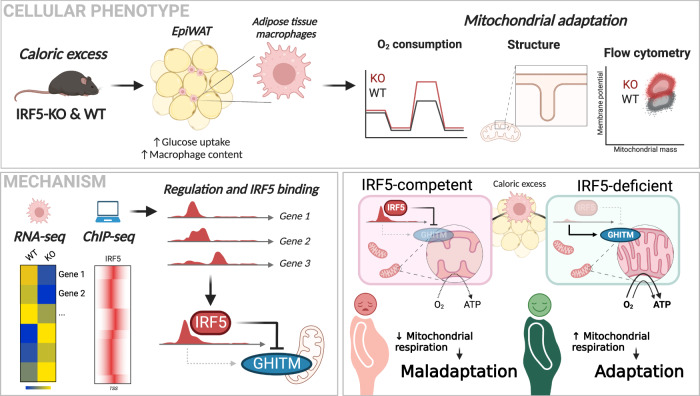
IRF5 transcriptional interaction with the mitochondrial structural protein GHITM limits adipose tissue macrophage oxidative capacity. This mechanism alters mitochondrial cristae structures in adipose tissue macrophages to influence tissue adaptation in diet-induced obesity. Created with BioRender.com.

ATMs reside in a lipid-rich environment and take on an overall hypermetabolic phenotype in DIO, increasing glycolysis as well as mitochondrial respiration^8^. More recent studies report specific LAM expansion on HFD, with LAMs being metabolically protective^12^. Similarly, CD11c^+^, CD206^+^ double-positive macrophages were found to expand on short-term HFD and are a highly oxidative population^14^. While these populations of ATMs are both highly oxidative and represent a physiological adaptation to caloric excess, later engagement of glycolysis has been associated with supporting ATM inflammatory polarisation^2^. We deciphered a transcriptional mechanism that restrains cellular oxidative capacity, potentially altering microenvironmental factors and promoting greater reliance on glycolysis. IRF5-deficient macrophages have a high rate of oxygen consumption, and this is linked to a transcriptional interaction with *Ghitm*, which codes a protein that maintains the structure of OXPHOS-anchoring cristae^31^. Our finding highlights an important role for IRF5 in biasing cellular metabolism by impairing mitochondrial respiration.

We also found the TCA metabolite profile to be modified in IRF5-KO relative to WT macrophages upon stimulation. And this occurs earlier and to a greater extent in response to lipotoxicity (palmitate) than in response to bacterial stimuli (LPS). Lactate was the most important metabolite altered in IRF5 deficiency when we analysed intracellular metabolites. Its intracellular accumulation has recently been reported to be a hallmark of M2-like macrophages and supports a more tolerogenic phenotype^29^. Interestingly, increasing reports reveal intracellular lactate is itself susceptible to oxidation and can be metabolised in mitochondria^29,36,37^. We found that decreased lactate secretion leads to its accumulation in IRF5-KO macrophages; however, we do not have direct evidence of its contribution to oxygen consumption. Moreover, the target genes that we identified have not been found to directly interact with pathways for lactate metabolism. This mechanism may contribute to the observed phenotype; however, it may also run in parallel to the structural mechanism we resolved in the IRF5-GHITM interaction. Whilst out of the scope of the current work, future investigations can focus on the mechanism by which IRF5 alters TCA cycle dynamics.

We were data-driven in resolving the current mechanism, in which we combined public datasets with our own RNA-seq to reveal that a transcriptional target of IRF5 impairs macrophage mitochondrial respiration at the early stage of glucose intolerance but prior to the onset of insulin resistance. Interestingly, this mechanism is transient, as ATMs from IRF5-KO and WT mice do not show any difference in respiratory phenotype following 12 weeks of high-fat feeding. This may be due to the function of IRF5 being more inflammatory over time or when supported by other microenvironmental cues (e.g. hypoxia, cytokines, hyperglycaemia). Such functional specificity is clearly represented by the IRF5-deficient ATM transcriptome, which is enriched by metabolism-related genes in the short-term, and then enriched by inflammation-related genes in long-term high-fat feeding.

Previous studies found that *Ghitm* knockdown causes cristae disorganisation and mitochondrial fragmentation^31^. Mitochondrial fragmentation has been associated with inflammatory polarisation, both in response to LPS and to fatty acids^38,39^. Studies in lymphocyte lines stimulated with inflammatory cytokines and from virus-exposed monocytes also report downregulation of *Ghitm*^40,41^. These reports are in line with our current findings that loss of GHITM is associated with compromised cristae in macrophages and with increased inflammation under lipotoxic stress. We report this role for GHITM in macrophages, and monocytes, in humans and mice in response to metabolic stress. Decreased expression of *Ghitm*, and decreased ATM oxidative capacity is an early and potentially key mechanism of WAT maladaptation to caloric excess.

In summary, we deciphered a mechanism by which IRF5, a well-characterised pro-inflammatory transcription factor, alters cellular mitochondrial respiration. Having identified this mechanism to control cellular metabolism, a number of questions remain unanswered. For example, to elucidate how and through which regulatory elements IRF5 may be binding to such targets as *Ghitm*. While it is widely accepted that IRFs, target interferon-sensitive regulatory elements, it is unknown whether these response elements populate genes that regulate mitochondrial metabolism and structural components, such as GHITM. Furthermore, the specific functional contribution of GHITM downregulation to effective inflammation is unknown, for example, consequent mitochondrial fragmentation may be a source of reactive oxygen species required for bacterial killing. Lastly, despite several lines of evidence implicating IRF5 in metabolic decline associated with diet-induced obesity, the metabolic stressors that induce IRF5 expression remain unknown. Future work on the above questions will be of important insight into how this pathway can be modulated in metabolic and inflammatory diseases.

## Methods

### Ethics

All animal experiments were approved by the French ethical board (Paris-Sorbonne University, Charles Darwin N°5, 01026.02; protocols #11545, #11546, #22537, #17001), and experiments were conducted in accordance with the guidelines stated in the International Guiding Principles for Biomedical Research Involving Animals. For work with human samples, the Ethics Committee of CPP Ile-de-France approved the clinical investigations for all individuals and written informed consent was obtained from all individuals. The clinical trial principal investigator is Prof. Jean-François Gautier: . Studies were conducted in accordance with the Helsinki Declaration and were registered to a public trial registry (Clinicaltrials.gov; NCT02671864).

### Human samples and study populations

Participants were consecutively recruited, and blood samples and adipose tissue biopsies were obtained from different populations admitted to the Lariboisière and Geoffroy Saint Hilaire hospitals (Paris, France), respectively. Adipose tissue biopsies were obtained from obese subjects during bariatric surgery. Sorted and sequenced monocytes (Fig. 7a–c) were from patients with T2D aged 67–73 years old (4 male/1 female). Sorted ATMs (Fig. 7g) were from patients with obesity aged 37–54 years old (gender was anonymised for these patients). Samples analysed by cytometry (Fig. 7h) were monocytes from patients with T2D aged 45–74 years old (6 male/7 female) and ATMs from patients with obesity aged 41–59 years old (1 male/8 female). Blood samples prepared for immunofluorescence (Fig. 7i) were from patients with T2D aged 47–81 years old (9 male/1 female).

### Experimental animals and In vivo studies

Male C57BL/6 J mice (5–7 weeks) were purchased from Charles River. To generate mice with myeloid-specific deletion of IRF5, IRF5 flox/flox mice (C57BL/6-Irf5tm1Ppr/J; stock no. 017311) were crossed with LysM-Cre mice (B6.129P2-Lyz2tm1(cre)Ifo/J; stock no. 04781), purchased from The Jackson Laboratory. To generate mice with a restricted myeloid expression of the Cas9 endonuclease, Rosa26-Cas9KI mice (Gt(ROSA)26Sortm1.1(CAG-cas9*,-EGFP)Fezh/J; stock no. 024858, The Jackson Laboratory) were crossed with LysM-Cre mice.

Mice carrying mutated alleles were identified by PCR screening performed on genomic DNA (DNeasy Blood & Tissue Kit, Qiagen) with specific primers (Table S1). Mice were housed at 21 °C and 50% humidity, on average, on a 12 h light/dark cycle in the “Centre d’Explorations Fonctionnelles” of Sorbonne University (UMS-28). All mice used in the study were male and aged between 7 and 10 weeks old at the time of the experiment's starting point. The number of mice used per experiment is detailed in figure legends.

Mice were fed with High Fat Diet (HFD) (60% fat, D12492, Research Diets) or a normal chow diet for 4 or 12 weeks. Mice had *ad libitum* access to food and water. Mice were weighed weekly and glycaemia measured.

For the oral glucose tolerance test (GTT), mice were fasted overnight before being gavaged with glucose (2 g/kg of body weight). Tail vein blood was collected to measure glycaemia with a glucometer (Verio, One touch). For the insulin tolerance test (ITT), mice were fasted for 5 h before being i.p injected with insulin (0.5 U/kg of body weight). Glycaemia was monitored for 120 min after insulin injection.

### Organ collection and histology

Mice were sacrificed by cervical dislocation. Upon dissection, tissues were weighed. Immediately after collection, samples were either digested with collagenase, snap-frozen for further analysis or drop-fixed into 10% formalin (Sigma–Aldrich) for 24 h for histological analysis. For histological analysis, tissues were processed for dehydration, clearing and paraffin embedding with an automated carousel (Leica). Sections (6 µM thick) were stained with haematoxylin and eosin according to standard procedures. Images were acquired with a slide scanner (Zeiss Axio Scan Z1). Adipocyte diameter was measured (3 sections per mouse) with ImageJ (Fiji).

### Analysis of circulating plasma parameters

Adiponectin (Mouse Adiponectin/Acrp30 DuoSet ELISA, DY1119, R&D Systems), leptin (Mouse Leptin DuoSet ELISA, DY498-05, R&D Systems) and insulin (U-PLEX Mouse Insulin Assay, MSD) concentrations were determined by immunoassay. Plasma cytokines were quantified with LEGENDplex Mouse Inflammation kit (Biolegend) according to the manufacturer’s instructions.

### Glucose uptake assay

EpiWAT explants were processed to measure glucose uptake with glucose analog 2-DG. After starvation and 2-DG uptake, explants were lysed in an extraction buffer. Lysates were processed according to the manufacturer’s protocol (Glucose Uptake Fluorometric Assay Kit, MAK084, Sigma–Aldrich).

### Stromal vascular fraction

The stromal vascular fraction (SVF) containing mononuclear cells and preadipocytes was isolated from the adipose tissue after collagenase digestion. Briefly, adipose tissue biopsies were minced in collagenase solution (1 mg/ml collagenase (C6885, Sigma–Aldrich), diluted in Dulbecco’s Modified Eagle Medium (DMEM) (Gibco) supplemented with 1% penicillin/streptomycin (P/S), Hepes and 2% BSA) for 20 min at 37 °C. The lysate was then passed through a 200 µM filter. After centrifugation, the resulting cell pellet was resuspended in red blood cell lysis buffer (155 mM NH_4_Cl, 12 mM NaHCO_3_, 0,1 mM EDTA) and passed through a 70 µM filter. Cells were centrifuged and resuspended in FACS buffer (1× PBS supplemented with 0,5% BSA and 5 mM EDTA) for further analysis.

### Flow cytometry and cell sorting

SVF cells were prepared as described above. Blood cells were obtained from 1 ml of venous blood after red blood cells lysis and resuspended in FACS buffer.

Cells were incubated with an Fc-blocker (120‐000‐422, Miltenyi Biotech) for 10 min. For metabolic analysis, cells were incubated with 200 µM JC-1 (T3168, ThermoFisher Scientific) for 30 min at 37 °C. Finally, cells were stained for surface markers (Table S2) and a Live/Dead viability dye (L34957, ThermoFisher Scientific) according to the manufacturer’s protocol. For intracellular lipid staining, BODIPY (D3922, ThermoFisher Scientific) was added to the surface markers antibodies mix. For IRF5 staining, cells were fixed with Foxp3‐staining kit (00‐5523‐00, ThermoFisher Scientific) and then stained with an anti-IRF5 (10547-1-AP, Proteintech) for 1 h, and then with a secondary PE antibody (12-4739-81, ThermoFisher Scientific) for 30 min.

The acquisition was performed on a MACSQuant cytometer (Miltenyi Biotech). Cell sorting was performed on a FACSAria III (BD Biosciences). Cells were directly sorted in RLT lysis buffer supplemented with β-mercaptoethanol for RNA extraction (Qiagen). Data were analysed with FlowJo software (Tree Star). Gating strategies for analysis and cell sorting are detailed in Supplementary Methods.

Cells from the previously isolated SVF were stained for immunoselection of F4/80^+^ or CD14^+^ cells according to the manufacturer’s protocol (MACS, Miltenyi Biotec). Cells were resuspended in MACS buffer (1× PBS supplemented with 0.5% BSA and 2 mM EDTA) containing the appropriate dilution of anti-F4/80 microbeads for murine samples (130-110-443, Miltenyi Biotec) or anti-CD14 microbeads for human samples (130-050-201, Miltenyi Biotec), for 10 min at 4 °C. Automated magnetic cell separation was performed with the Multi-MACS Cell Separator. For RNA extraction, the F4/80^+^ cell fraction was washed and directly resuspended in RLT lysis buffer supplemented with β-mercaptoethanol (Qiagen). For metabolic flux measurements, F4/80^+^ and F4/80^−^ cells (180,000 cells per well, in XFe96 cell culture plates) were allowed to adhere overnight in RPMI medium supplemented with 10% FBS and 1% P/S.

### In vitro macrophage studies

#### Bone-marrow-derived macrophages

Murine bone-marrow cells were isolated from femurs and tibias. Cells were plated in DMEM (Gibco) supplemented with 10% FBS, 1% P/S and 30% L929 conditioned media and were allowed to differentiate for 8–10 days into bone-marrow-derived macrophages.

#### Treatments

Cells were treated with LPS (10 ng/ml) (L2630, Sigma–Aldrich) or palmitate (200 µM) for the appropriate time. Palmitate stock solution was prepared by dissolving sodium palmitate (P9767, Sigma–Aldrich) in 50% ethanol solution, followed by dilution in a 1% fatty acid-free albumin solution (A8806, Sigma–Aldrich).

#### Decoy peptide

Fully differentiated BMDMs were pre-treated with an IRF5-decoy peptide^27^ (50 µg/ml) for 30 min, before being treated for further analysis.

#### Transfection

Fully differentiated BMDMs were transfected with IRF5 (Mm.Cas9.IRF5.1.AB, Integrated DNA Technologies) or GHITM (Mm.Cas9.GHITM.1.AA, Integrated DNA Technologies) gRNA (30 nM) complexed with lipofectamine RNAiMAX (ThermoFisher Scientific) for 48 h.

##### Adenoviral transduction

Fully differentiated BMDMs were incubated with adenovirus particles (AdIRF5 or AdGFP) for 48 h, at MOI 10.

### Immunofluorescence

After red blood cells lysis, blood cells were cytospun onto SuperFrost Plus slides. Samples were fixed in 10% formalin (Sigma–Aldrich) and then stained for CD14 (13-0149-82, Invitrogen) overnight and with the appropriate secondary antibody (Streptavidin AF 647, S32357, ThermoFisher Scientifc). Samples were then permeabilised and stained for IRF5 (10547-1-AP, Proteintech) and OXPHOS (MS604, Abcam) with the appropriate secondary antibodies (goat anti-mouse FITC (A11001) and anti-rabbit AF555 (A21428), Invitrogen). Nuclei were counterstained with Hoescht 33342 (ThermoFisher Scientific). Images were acquired with a confocal microscope (Zeiss LSM 710) and analysed with ImageJ (Fiji).

Adipose tissue sections were stained for Mac2 (CL8942AP, Cedarlanelabs) overnight and then with the appropriate secondary antibody. Nuclei were counterstained with Hoescht 33342 (ThermoFisher Scientific). Slides were scanned using Zeiss Axio Scan Z1, and Mac2 staining was quantified with Visiopharm.

### Quantitative PCR with reverse transcription

RNA was extracted from cells or tissue using RNeasy Plus Mini or Micro kit (Qiagen). Complementary DNA was synthesised with M-MLV Reverse Transcriptase kit (Promega). SYBR Green qRT-PCR reactions were performed with MESA green MasterMix (Eurogentec) and sequence-specific primers (Table S3), using QuantStudio 3 Real-Time PCR Systems (ThermoFisher Scientific). 18 S was used for normalisation to quantify relative mRNA expression levels.

### Western blotting

To extract proteins, cells were lysed in RIPA lysis buffer (Sigma), supplemented with proteases (A32955, ThermoFisher Scientific) and phosphatases inhibitors (1862495, ThermoFisher Scientific). Proteins were separated on NuPAGE 4–12% polyacrylamide gels (ThermoFisher Scientific) and then transferred onto nitrocellulose membranes. Membranes were probed with the appropriate primary (anti-GHITM, 16296-1-AP, Proteintech; anti-Actin, ab8226, Abcam) and secondary antibodies (31430 and 31460, Invitrogen) and visualised with SuperSignal West Pico Substrate (34080, ThermoFisher Scientific). Images were analysed with ImageJ (Fiji).

### Extracellular flux measurements

Real-time extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) were measured using Seahorse XF24 or XFe96 extracellular flux analyser (Agilent). Briefly, cells were differentiated in XF24 or XFe96 cell culture plate (15,000–30,000 cells per well). Adipose stromal vascular cells (800,000 cells per well) were seeded in an XFe96 cell culture plate pre-treated with CellTak (Corning). F4/80^+^ and F4/80^−^ cells were allowed to adhere (180,000 cells per well) overnight in RPMI medium, supplemented with 10% FBS and 1% P/S. Cells were incubated in Seahorse XF base medium supplemented with either 2 mM L-glutamine, 10 mM glucose and 1 mM sodium pyruvate (pH = 7.4) for mitochondrial stress test or only 2 mM L-glutamine (pH = 7.4) for glycolysis stress test, for 1 h at 37 °C in a non-CO_2_ incubator. For palmitate oxidation test, cells were placed in substrate limited medium (DMEM supplemented with 0.5 mM glucose, 1 mM GlutaMAX (Life Technologies), 0.5 mM carnitine and 1% FBS) for 24 h. Assay was performed in fatty acid oxidation assay buffer (111 mM NaCl, 4.7 mM KCl, 1.25 mM CaCl_2_, 2 mM MgSO_4_, 1.2 mM NaH_2_PO_4_, 2.5 mM glucose, 0.5 mM carnitine, 5 mM Hepes, pH = 7.4). Cells were pre-treated with etomoxir (40 µM) and then with palmitate (175 µM) before the assay. ECAR and OCR were measured in response to injections of either glucose (10 mM), oligomycin (1 µM) and 2-deoxyglucose (2-DG) (50 mM) for glycolysis stress test or oligomycin (1 µM), carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) (1 µM) and rotenone/antimycin A (0.5 µM) for mitochondrial stress and palmitate oxidation tests. All compounds were purchased from Sigma–Aldrich. Three measurements were made under basal conditions and after each drug injection. Each measurement cycle had the following time parameters: ‘mix’ 3 min, ‘wait’ 2 min, ‘measure’ 3 min.

### Electron microscopy and structural analyses

BMDMs were scraped and fixed in 2 % glutaraldehyde for 2 h at 4 °C, postfixed in 1% Osmium tetroxide for 1 h at 4 °C, dehydrated, and embedded in Epon. Samples were then cut using an RMC/MTX ultramicrotome (Elexience), and ultrathin sections (60–80 nm) were mounted on copper grids, contrasted with 8% uranyl acetate and lead citrate, and observed with a Jeol 1200 EX transmission electron microscope (Jeol LTD) equipped with a MegaView II high-resolution transmission electron microscopy camera. Pictures of cell sections were taken at ×45,000 magnification. Mitochondria number per section was measured to evaluate mitochondria density. For cristae analysis, mitochondria and cristae were outlined using ImageJ (Fiji) and both the total length and number of cristae in each mitochondrion were calculated, as previously described^42^. For the analysis of mitochondria dynamics, the long and short axis of each mitochondrion, as well as their perimeter and area, were measured. From these values, aspect ratio (major axis/minor axis) and form factor (perimeter)²/(4×pixArea) were calculated. TEM analyses were performed in triplicate, and a minimum of 11 images per sample were taken.

### Quantification of TCA metabolites by liquid chromatography coupled to high-resolution mass spectrometry (LC-HRMS)

#### Metabolite extraction

A volume of 170 μL of ultrapure water was added to the frozen cell pellets. At this step, 20 µL of each sample was withdrawn to further determine the total protein concentration (colorimetric quantification / Pierce BCA Protein Assay Kit, ThermoFisher Scientific). Then, 10 µL of 11 internal standards at 50 µg/mL were added to the remaining 150 µL of cell lysate: 13C5-alpha-hydroxyglutaric acid, 13C2-phosphoenolpyruvic acid, 13C4-fumaric acid, 13C3-pyruvic acid, 13C4-succinic acid (Merck), and D4-citric acid, 13C5-glutamine, D3-malic acid, 13C4,15N-aspartic-acid, 13C5-alpha-ketoglutaric acid and13C5-glutamic acid (Eurisotop), followed by a volume of 350 µL of cold methanol. The resulting samples were left on ice for 90 min. After a final centrifugation step at 20,000 × *g* for 15 min at 4 °C, supernatants were recovered and dried under a stream of nitrogen using a TurboVap instrument (ThermoFisher Scientific) and stored at −80 °C until analysis. Prior to LC-HRMS analysis, dried extracts were dissolved in 100 µL of 40 µL of chromatographic mobile phase A + 60 µL of mobile phase B (see below).

#### Preparation of calibration standards

Working solution (WS) for calibration curves and quality control solutions were prepared from two separate mother solutions (100 µg/ml in water) of each quantified compound: L-glutamic acid, L-aspartic acid, L-glutamine, succinic acid, alpha-ketoglutaric acid, trans-aconitic acid, L-(-)-malic acid, D,L-isocitric acid, D-glyceric acid, fumaric acid, citric acid, pyruvic acid, D-alpha-hydroxyglutaric acid disodium salt, D-(-)-lactic acid, D-(-)−3-phosphoglyceric acid, phosphoenolpyruvic acid and itaconic acid (all from Sigma). Several diluted solutions of calibration standard solutions (CSS) and quality control solutions (QCS) were prepared by successive two-fold dilutions of WS in ultrapure water. Then, a three-fold dilution in a BSA solution (7200 µg/mL), of each previous diluted solution (CSS1-8 and QCS1-3) was applied to prepare standards for the calibration curve (from 33.33 to 0.26 µg/mL), and quality control (from 53.33 to 1.51 µg/mL). A volume of 350 µL of cold methanol was added to each calibration curve and quality control solution and followed the metabolite extraction process.

#### LC-HRMS analysis

Targeted LC-HRMS experiments were performed using an U3000 liquid chromatography system coupled to a Q Exactive Plus mass spectrometer (ThermoFisher Scientific). The software interface was Xcalibur (version 2.1) (ThermoFisher Scientific). The mass spectrometer was externally calibrated before each analysis in ESI- polarity using the manufacturer’s predefined methods and recommended calibration mixture. The LC separation was performed on a Sequant ZIC-pHILIC 5 µm, 2.1 ×150 mm column (HILIC) maintained at 45 °C (Merck, Darmstadt, Germany). Mobile phase A consisted of an aqueous buffer of 10 mM of ammonium acetate, and mobile phase B of 100% acetonitrile. Chromatographic elution was achieved with a flow rate of 200 µL/min. After injection of 10 µL of sample, elution started with an isocratic step of 2 min at 70% B, followed by a linear gradient from 70 to 40% of phase B from 2 to 7 min. The chromatographic system was then rinsed for 5 min at 0% phase B, and the run was ended with an equilibration step of 9 min. The column effluent was directly introduced into the electrospray source of the mass spectrometer, and analyses were performed in the negative ion mode. The Q Exactive Plus mass spectrometer was operated with capillary voltage set at −2.5 kV and a capillary temperature set at 350 °C. The sheath gas pressure and the auxiliary gas pressure (nitrogen) were set at 60 and 10 arbitrary units, respectively. The detection was achieved from m/z 50 to 600 in the negative ion mode and at a resolution of 70,000 at m/z 200 (full width at half maximum). All metabolites were detected as their deprotonated [M-H]- species.

Succinic acid, glyceric acid, itaconic acid, and lactic acid were detected at m/z 117.01933 (retention time (rt): 4.50 min); 105.01933 (rt 3.20 min); 129.01933 (rt 3.73 min); 89.02441 (rt 2.40 min), respectively; and quantified using 13C4-succinic acid (*m/z* 121.03251) as internal standard (ISTD). Malic acid and aconitic acid were monitored at *m/z* 133.01424 (rt 6.70 min); 173.0091 (rt 7.15 min), respectively; and quantified with D3-malic acid (m/z 136.03276). Citric acid, isocitric acid and 3-phosphoglyceric acid were monitored at m/z 191.01944 (rt 7.80); 191.01952 (rt 8.35); 184.98566 (rt 7.70 min), respectively; and quantified with D4-citric acid (*m/z* 195.04455). Pyruvic acid (*m/z* 87.00876, rt 2.25 min), aspartic acid (*m/z* 132.03023, rt 5,20 min), glutamine (*m/z* 145.06186, rt 4.75 min), glutamic acid (*m/z* 146.04588 rt 4.80 min), alpha-hydroxyglutaric acid (*m/z* 147.02989, rt 6.20 min), alpha-ketoglutaric acid (*m/z* 152.04637, rt 6.50 min), fumaric acid (*m/z* 150.03072, rt 7.05 min) and phosphoenolpyruvc acid (*m/z* 166.97509, rt 8.20 min) were all quantified with their isotopically labeled homologues (see above).

#### Metabolomic data processing and quantification

Xcalibur software was used for peak detection and integration. Metabolite quantification was performed using calibration curves established from peak area ratios between metabolites and their respective internal standard. Each metabolite amount was normalised by the protein quantity measured in each sample by BCA assay.

### RNA sequencing of BMDMs and F4/80^+^ ATMs

After extraction, total RNA was analysed using Agilent RNA 6000 Pico Kit on the Agilent 2100 Bioanalyzer System. RNA quality was estimated based on capillary electrophoresis profiles using the RNA Integrity Number (RIN) and DV200 values. RNA-sequencing libraries were prepared using the SMARTer Stranded Total RNA-Seq Kit v2—Pico Input Mammalian (Clontech/Takara) from 10 ng of total RNA. This protocol includes a first step of RNA fragmentation using a proprietary fragmentation mix at 94 °C. The time of incubation was set up for all samples at 4 min, based on the RNA quality, and according to the manufacturer’s recommendations. After fragmentation, indexed cDNA synthesis and amplification were performed, followed by a ribodepletion step using probes targeting mammalian rRNAs. PCR amplification was finally achieved on ribodepleted cDNAs, using 12 cycles estimated in accordance with the input quantity of total RNA. Library quantification and quality assessment were performed using Qubit fluorometric assay (Invitrogen) with dsDNA HS (High Sensitivity) Assay Kit and LabChip GX Touch using a High Sensitivity DNA chip (Perkin Elmer). Libraries were then equimolarly pooled and quantified by qPCR using the KAPA library quantification kit (Roche). Sequencing was carried out using a pair-end 2 × 100 bp mode on the NovaSeq 6000 system (Illumina), targeting between 10 and 15 M clusters per sample.

STAR v2.7.3a (Spliced Transcripts Alignment To a Reference) was used to align reads to the mouse mm10 genome and generate raw counts^43^. We processed normalisation and differential expression gene analysis with DESeq2^44^. Pathway enrichment analyses were performed using clusterProfiler^45^ with differentially expressed genes (abs(log2FoldChange) > 1.3 and/or adj *p*-value <  0.05).

### RNA sequencing of IRF5^+/−^ human monocytes

Complementary DNA libraries and RNA-sequencing Library preparation and Illumina sequencing were performed at the *Ecole Normale Supérieure* genomic core facility (Paris, France). Twenty nanograms of total RNA were amplified and converted to cDNA using SMART-Seq v4 Ultra Low Input RNA kit (Clontech). Afterwards an average of 150 pg of amplified cDNA was used to prepare the library following Nextera XT DNA kit (Illumina). Libraries were multiplexed by 12 on high-output flowcells. A 75 bp read sequencing was performed on a NextSeq 500 device (Illumina). A mean of 38.9 ± 8 million passing Illumina quality filter reads was obtained for each of the 12 samples.

The analyses were performed using the Eoulsan pipeline^46^, including read filtering, mapping, alignment filtering, read quantification, normalisation and differential analysis: Before mapping, poly N read tails were trimmed, reads ≤40 bases were removed, and reads with quality mean ≤30 were discarded. Reads were then aligned against the hg19 genome from Ensembl version 91 using STAR (version 2.5.2b)^47^. Alignments from reads matching more than once on the reference genome were removed using Java version of samtools^47^. To compute gene expression, hg19 GTF genome annotation version 91 from Ensembl database was used. All overlapping regions between alignments and referenced exons were counted and aggregated by genes using HTSeq-count 0.5.3^48^. The sample counts were normalised using DESeq2 1.8.1^44^. Statistical treatments and differential analyses were also performed using DESeq2 1.8.1.

### Statistics

Data analysis was performed using Microsoft Excel for Mac 16.47. Statistical analysis was performed using a two-tailed *t*-test for two groups, an ordinary one-way ANOVA followed by Tukey’s multiple-comparisons test for multiple groups and a two-way ANOVA followed by Bonferroni’s multiple comparison test on Prism 9 for macOS (GraphPad). Correlative analyses were performed on Prism 9 for macOS, computing Pearson coefficients for normally distributed data or Spearman coefficients for non-normally distributed data (GraphPad). PCA analyses were carried out on Prism 9 for macOS. Trajectory-resolved clustering was carried out on the Orange (v. 3.28.0) Python toolbox^49^. Statistical approaches per data panel are detailed in figure legends.

### Public data

#### Single-cell sequencing data

Murine single-cell sequencing data from Jaitin et al.^12^, were downloaded and treated using BioTuring BBrowser (v. 2.7.48)^50^. Data were filtered in BBrowser and exported in tabular format for subsequent treatment with Microsoft Excel for Mac and Prism9 for macOS. Human single-cell sequencing data were retrieved from GSE156110 raw data^32^. Clustering was performed according to the authors’ instructions, and IRF5 and GHITM expressions were analysed in all macrophages and monocytes according to their lean/obese status.

#### UCSC genome browser

Gene tracks in Fig. 6e were visualised with the UCSC genome browser http://genome.ucsc.edu^51,52^, using the track hubs^53^. JASPAR2020 was used to visualise transcription factor binding sites^54^. The BLUEPRINT track-set was used for RNA expression and H3K27 Ac lines^55,56^. Sample lines and tracks available through this session link / live link. The Human Dec. 2013 (GRCh38/hg38) assembly was used^57,58^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Gene raw counts and raw fastq files for RNA-seq data generated in this study are available on GEO repository (www.ncbi.nlm.nih.gov/geo/). RNA-seq of IRF5^+/−^ human monocytes (Fig. 7a-c) available under accession number: GSE176216 (GSM5360191-4 and GSM5360167-70 not included in study). RNA-seq of F4/80+ ATMs and BMDM from IRF5-KO and WT mice (Fig. 1a, b; Fig. 5a, b, d, e, Fig. S1A, B; Fig. S7A) available under accession numbers: GSE208648 and GSE208667, respectively. Previously published dataset analysed in this paper are from ref. 12 (Fig. 6a-d; Fig. S8A) (GSE128518) and from ref. 32 (Fig. 7d-f; Fig. S9A, B) (GSE155960). ChIP-seq data from ref. 30 (Fig. 5c, d; Fig. S7B) is available under accession number E-MTAB-2661. The GRCh38/hg38 assembly used is accessible via GenBank/RefSeq assembly accession numbers GCA_000001405.15/GCA_000001405.26. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

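RNA from F4/80+ ATMs of 16 mice was sequenced, 4 per genotype (WT and IRF5-KO) at each of 2 diet durations, 4 weeks (ST-HFD) and 12 weeks (LT-HFD) of HFD. The authors aligned reads to mm10 and deposited raw counts per gene from STAR, without normalization. For these mouse ATM libraries the paper's text does not name the annotation release, the strand setting of the counting or the version of DESeq2. The values are whole numbers for 37310 gene identifiers, of which 32620 were matched to the GRCm38 annotation for coordinates and names. Within each group of 4, no 2 libraries were duplicates of each other. Libraries of different groups were not compared in this check. The total counts per library range from 3279332 to 4958131, which sets the precision for genes with few counts.

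Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes were filtered by filterByExpr, normalized by TMM and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with each diet duration fitted alone, as the paper compares genotypes per timepoint. Calls were made at an adjusted p under 0.05 and at the thresholds of the paper's legends, an unadjusted p under 0.05 and an absolute log2 fold change over 1. The interaction of genotype and diet duration and the effect of diet duration within genotype were fitted over all 16 libraries. CPM values were computed from the deposited counts with TMM factors. Each method was tested on simulated data with 200 changed genes. The simulated libraries were drawn independently, and with fewer changed genes a smaller share of them would pass the adjusted threshold. For ST-HFD, edgeR called 97.8% of 89 genes changed by 2 on the log2 scale, and 6.88% of its 160 calls were unchanged genes. For LT-HFD it called 95.1% of 102 such genes, and 7.36% of 163 calls were unchanged genes.

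Gene sets were Reactome mouse sets from the R package fgsea 1.28.0 and lists of gene symbols, used in place of GO terms, with sets under 5 tested genes left out. They were tested by camera with a preset correlation of 0.01 between genes, and by Fisher's exact test of the genes at the legends' thresholds against the tested genes. Lists of dendritic cell markers and MHC class II genes were written after some LT-HFD genes had been seen, and the set tests of the interaction and of diet duration were added after the data were seen. Correlations with Irf5 used CPM over the 8 WT libraries with exact permutation tests, two-sided, in a family of 6 genes.

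The genes named in the text were those the paper names for these samples, the Cre driver locus, the sorting marker and up to 5 genes in each direction with the smallest p among those with an adjusted p under 0.05 and no overlap between genotypes. Genes named outside this rule are given as chosen after their values were seen. This rule, the tests and most alternatives were set before the data were examined. A check of the replicate numbers correlated each library's deviation from its group mean between genotypes over genes with a mean count of at least 20. On ST-HFD the correlations of same-numbered libraries were 0.379, 0.500, 0.163 and 0.300, so the numbers were taken as pairs there. Some differently numbered libraries correlated as much, with 0.476 for WT replicate 4 and IRF5-KO replicate 1, and 0.429 for WT replicate 2 and IRF5-KO replicate 3. Same-numbered pairs may therefore not hold all the shared variation. Alternatives tried were DESeq2's Wald test, other normalizations and filters, a fit over 16 libraries, a replicate block, the cutoffs of the paper's methods (1.3 for the absolute log2 fold change), other set tests and backgrounds, and leaving out each library in turn. Reads per exon, the BMDM libraries and GO terms were not analysed here.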

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

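The edgeR fits of single genes and the fits leaving out each library in turn were set before the data were examined. So were the counts of genes and sets with an adjusted p under 0.05 over other splits of the libraries, apart from the interaction's sets. The other tests in this part were chosen after the results were seen. Genotypes are given as the libraries are labelled.

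Lyz1 and Lyz2 differ between genotypes and lie outside the genes that the paper discusses. The log2 fold change of Lyz1 was 2.51 on ST-HFD and 2.04 on LT-HFD, and that of Lyz2 was -1.04 on LT-HFD. With edgeR's quasi-likelihood test, 3 of the 35 splits of the ST-HFD libraries and 2 of the 35 splits of the LT-HFD libraries gave as many genes with an adjusted p under 0.05, the real split included. Of the 8 ST-HFD splits that part as many pairs, 1 did, the smallest number these splits can give. The other 27 splits part fewer pairs, and across all 35 the count reached 1356 genes. That split kept same-numbered libraries together, with replicates 1 and 4 of both genotypes against replicates 2 and 3. It points to variation shared across genotypes, whose source was not tested. Counts over all 35 splits mix such variation with chance, so they do not exclude chance. For the 2 genes themselves chance is argued against. Lyz2, the Cre driver locus, was named before its values were seen, and of the 2450 splits within both durations 1, the real split, gave a difference as large (exact permutation p = 4.08e-04). Lyz1, chosen from its ST-HFD values (adjusted p = 0.00124 from edgeR's quasi-likelihood test), was tested in the other 8 libraries, where 1 of the 35 splits, again the real one, gave a difference as large (exact permutation p = 0.0286). Several values bear on technical sources. The gain of Lyz1 was at most 10.1% of the loss of Lyz2 in CPM, so reads moved to the paralog do not account for the loss. Reads of Lyz2 counted on Lyz1 at the WT ratio would give Lyz1 at most 19.0 CPM in IRF5-KO, against 212 CPM on ST-HFD and 142 CPM on LT-HFD. Another ratio in the libraries labelled IRF5-KO is not excluded by this value, so misassigned reads stay open for Lyz1. A few features with many counts would shift all genes of a library alike. Scaled by total counts alone, the median log2 fold change of all genes was -0.02 on ST-HFD and 0.04 on LT-HFD, and relative to it Lyz1 was at least 2.06 higher and Lyz2 lower (-0.97 on ST-HFD and -1.04 on LT-HFD). The ratio of IRF5-KO to WT for Lyz2 was 0.510 on ST-HFD (95% interval 0.405 to 0.642) and 0.485 on LT-HFD (0.384 to 0.614), which is consistent with 1 of 2 Lyz2 copies carrying the Cre insertion. A strain segment around Lyz2 cannot be told apart, since it need not change other genes. Within 5 Mb on each side, 0 of 34 genes on ST-HFD and 1 of 35 on LT-HFD had a p under 0.05 (smaller Fisher's exact p = 0.721).

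For 5 gene sets, the effect of genotype differed between diet durations under camera. The adjusted p of the interaction was 0.00833 for Mitochondrial translation, 7.44e-06 for mitochondrially encoded genes, 2.55e-06 for cytokine and chemokine genes, 3.37e-04 for inflammatory markers and 0.00309 for lipid-associated macrophage markers. The median log2 fold changes of the interaction were 0.14, -0.52, -0.67, -0.63 and 0.54 in that order. Chance stays open, since 69 of 100 drawn splits gave at least 5 sets and the calls did not hold under fry or an estimated correlation. The draws took no account of the ST-HFD pairs, and splits that part as many pairs were not counted separately. For single genes, 454 had an unadjusted p under 0.05 for the interaction, and 54 of 100 drawn splits gave at least as many. The observed 0 genes with an adjusted p under 0.05 are reached by each of the 100 splits whatever the data, so that number of splits decides nothing. A single library does not account for the LT-HFD direction of cytokine and chemokine genes, as camera's adjusted p was at most 5.93e-07 in the 8 fits without 1 library. On ST-HFD the same set lost its call in 4 of 8 such fits, with an adjusted p of 0.997 without IRF5-KO replicate 2. Diet duration, age and any difference between library batches stay open for these sets.

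In 8 of 96 groups of 4 libraries, 1 library lay far from the other 3, where chance gives about 1 in 20, or 4.8. Irf5 was 210 CPM in WT ST-HFD replicate 1 against 253 to 256 CPM in the others, and without it the ST-HFD log2 fold change between genotypes was 0.07. Tnf was 57.9 CPM in WT ST-HFD replicate 3 against 216 to 229 CPM, and without it the log2 fold change was -0.15. Lyz1 was 52.4 CPM in the same library against 29.8 to 33.7 CPM, and without it the log2 fold change was 2.71. In WT ST-HFD replicate 4, Atf5 was 8.57 CPM against 14.8 to 15.9 CPM and Nnt was 44.4 CPM against 36.7 to 37.6 CPM. Tspyl4 was 10.9 CPM in WT LT-HFD replicate 4 against 5.36 to 5.74 CPM. In IRF5-KO LT-HFD, G6pc3 was 15.1 CPM in replicate 2 against 10.3 to 10.5 CPM, and Lyz2 was 2009 CPM in replicate 3 against 1649 to 1687 CPM. Library size cannot be told apart with so few values, as 5 of the 8 came from the library with the lowest or highest total counts of its group, where chance gives 4. No biological explanation was tested for single libraries.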

How the results depend on the processing

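The alternatives added after the data were seen are the fits without the 3 features with the most counts, Fisher's exact test on DESeq2 calls, DESeq2 normalization over 16 libraries, centred IRF5-KO libraries, scaling of Lyz1 and Lyz2 by total counts alone, leaving out each pair of WT libraries for the correlation and pairs on ST-HFD in the interaction. The causes of the changes below were not tested, apart from the smaller or larger number of genes that a filter leaves.

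On ST-HFD, 1 gene had an adjusted p under 0.05 with edgeR's quasi-likelihood test, and 2 had with DESeq2, without a filter, in the fit over 16 libraries and with the replicate block that pairs same-numbered libraries. The 18 genes at the legends' thresholds became 105 with DESeq2, 265 without a filter, 4 with at least 10 counts in every library, 48 in the fit over 16 libraries, 1 with the methods' cutoffs read as "and" and 5 read as "or". Leaving out each library in turn gave 22 to 73 such genes (22 without WT replicate 4, 73 without IRF5-KO replicate 4), and 1 gene with an adjusted p under 0.05 in each fit. Among the 35 splits of the 8 libraries, 30 gave at least 18 genes at these thresholds, and so did 4 of the 8 splits that part as many pairs, which gave a median of 17.5 genes against 39 in the others. The DESeq2 genes at these thresholds had few counts, 79.05% with a mean under 10. The 202 genes with an unadjusted p under 0.05 were 1.84% of those tested, fewer than a p of uniform spread gives. With the replicate block they numbered 451, and of the 24 ways to pair the libraries 1, the labelled one, gave as many, which is consistent with variation shared by same-numbered libraries.

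On LT-HFD, 2 genes had an adjusted p under 0.05, against 7 with DESeq2, 6 without a filter and 0 with the replicate block, where 601 genes had a p under 0.05. The LT-HFD libraries share only a number, as their same-numbered correlations were -0.094, -0.119, 0.054 and 0.253, and 13 of the 24 pairings gave as many genes with a p under 0.05 in the block. With the block, Lyz1 had a log2 fold change of 2.01 and Lyz2 of -1.04. The 76 genes at the legends' thresholds became 179 with DESeq2, 397 without a filter, 26 with at least 10 counts in every library, 115 in the fit over 16 libraries, 1 with the methods' cutoffs read as "and" and 43 read as "or". Leaving out each library gave 56 to 215 such genes (215 without WT replicate 4) and 0 to 2 genes with an adjusted p under 0.05. Among the 35 splits, 13 gave at least 76 genes at these thresholds. Of the DESeq2 genes at these thresholds, 57.0% had a mean count under 10.

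Under camera, 9 sets on ST-HFD and 12 on LT-HFD had an adjusted p under 0.05. The count was 0 at both durations with an estimated correlation, with 1 and 2 sets at an unadjusted p under 0.05, and 0 under fry, with 1 and 4 such sets. Leaving out each library gave 3 to 13 sets on ST-HFD (3 without WT replicate 4) and 7 to 13 on LT-HFD (7 without WT replicate 2). Of the 35 splits, 15 gave as many sets on ST-HFD and 7 on LT-HFD. Fisher's exact test gave 0 sets on ST-HFD and 1 on LT-HFD, and 2 at each with all genes of the table as the background, Cytokine Signaling in Immune system and Interferon Signaling on ST-HFD, and Immune System and cytokine and chemokine genes on LT-HFD. DESeq2 calls gave 0 sets on ST-HFD and 2 on LT-HFD with either background, immunoglobulin variable genes and cytokine and chemokine genes. On ST-HFD, 1 set with all genes and 0 with the genes that have a p were under 0.05 unadjusted. The interaction had 0 genes with an adjusted p under 0.05 in the main test and in each of 16 fits without 1 library, and 454 genes had an unadjusted p under 0.05 in the main test. With same-numbered ST-HFD libraries as a replicate block the numbers were 0 and 558, and the same 5 sets had an adjusted p under 0.05 under camera. Fry and an estimated correlation gave no such set there either (smallest adjusted p = 0.524 and 0.574).

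For diet duration, 2928 genes in WT and 3787 in IRF5-KO had an adjusted p under 0.05, and 1 of 35 splits gave as many in each genotype, the real split itself. With DESeq2 the numbers were 3046 and 3837, and with at least 10 counts in every library 2480 and 3355.

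The Pearson r of Irf5 and Ghitm, -0.832, lay between -0.874 and -0.739 when each WT library was left out, and in 5 of these 8 fits the exact permutation p adjusted over 6 genes was 0.05 or more (0.108 without WT ST-HFD replicate 4). It no longer passed 0.05 when centred within diet duration (-0.601, and -0.599 with DESeq2 normalization over 16 libraries), in the IRF5-KO libraries (-0.602, and -0.224 centred) or without the 2 libraries farthest from the median of Irf5 (-0.734). Of the 28 pairs of WT libraries, 10 left an exact permutation p of 0.05 or more when taken out, the highest 0.140 (r = -0.681).

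For named genes and sets, 408 values under alternatives gave 349 with the same direction and side of the threshold, 47 weaker, 4 stronger and 8 reversed. The reversed log2 fold changes lay near 0. That of Arhgef6 on ST-HFD was -0.0033 with DESeq2, -0.0152 with upper-quartile factors, -0.0081 without a filter, -0.00085 with the replicate block and -0.0045 without the 3 features. That of Sugp1 on LT-HFD was 0.0089 with upper-quartile factors, 0.00052 without a filter and 0.0044 with at least 10 counts in every library. Leaving out each library gave 496 values, 401 with the same direction and side, 60 weaker and 35 reversed. On ST-HFD the log2 fold changes that reversed ranged from -0.14 to 0.22 for Ghitm, -0.26 to 0.0197 for Atf5, -0.35 to 0.0042 for Syce2, -0.51 to 0.0705 for Abcg1, -0.46 to 0.26 for Lrrc27 and -0.22 to 0.17 for Fnip2. They ranged from -0.21 to 0.0271 for Nnt, -0.0563 to 0.0307 for Arhgef6, -0.0417 to 0.0728 for Arpc5, -0.0220 to 0.19 for G6pc3, -0.0237 to 0.21 for Rab33b, -0.13 to 0.0614 for Adgre1 and -0.15 to 0.38 for Tnf. On LT-HFD they ranged from -0.35 to 0.22 for Atf5, -0.0074 to 0.28 for Nnt, -0.0310 to 0.0660 for Sugp1 and -0.0325 to 0.12 for Arpc5.

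The depth limits the results for genes with few counts. Lrrc27 had 2 to 18 counts per library on LT-HFD and was not tested there.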

Differences from the paper's values

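At an unadjusted p under 0.05 and an absolute log2 fold change over 1, edgeR's quasi-likelihood test gave 5 genes lower in IRF5-KO on ST-HFD, against the paper's about 86 in Fig. 5d, read by eye. Of the alternatives set before the data were examined, the fit without a filter came within 1.5 times (85 genes), and the others, DESeq2 included (26 genes), did not. For genes higher on ST-HFD, the number was 13 against the paper's about 76 in Fig. 5d, read by eye. DESeq2 (79 genes) and the fit without IRF5-KO ST-HFD replicate 4 (57 genes) came within 1.5 times, and the others did not.

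On LT-HFD, 42 genes were lower in IRF5-KO against the paper's about 340 in Fig. 5d, read by eye, and none of the alternatives set before the data were examined closed the gap. The fit without a filter came closest (201 genes), and with DESeq2 the number was 99. For genes higher on LT-HFD, the number was 34 against the paper's about 190 in Fig. 5d, read by eye. The fit without a filter (196 genes) and the fit without WT LT-HFD replicate 4 (146 genes) came within 1.5 times, and the others, DESeq2 included (80 genes), did not.

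The Pearson r of Irf5 and Ghitm in the WT libraries was -0.832 with TMM-normalized CPM, while the picture of Fig. 5e prints the paper's about -0.53, read by eye. The paper's legend to the same panel gives -0.83. Of the alternatives set before the data were examined, centring within diet duration (-0.601) and the 8 IRF5-KO libraries (-0.602) differ from the picture's value by less than the standard error of r, 0.137, and the others do not. After the values were seen, centring was also run with DESeq2 normalization over 16 libraries and gave -0.599.

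The same picture prints a p of the paper's about 0.04, read by eye, while the exact permutation p here was 0.0103 and the paper's legend gives 0.009. Of the alternatives set before the data were examined, the fits without WT ST-HFD replicate 4 (exact permutation p = 0.0361) and without WT LT-HFD replicate 4 (exact permutation p = 0.0490) came within 1.5 times of 0.04, and the others did not. Centring within diet duration (exact permutation p = 0.118) and the 8 IRF5-KO libraries (exact permutation p = 0.115), which came near the picture's r, did not come near its p, so neither gave both. The correlation over the 16 libraries of both genotypes together was not computed, so the source of the picture's values stays open.

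Fig. 5e draws Irf5 as lower and Ghitm as higher in WT ATMs on ST-HFD than on LT-HFD. In the libraries as labelled, Irf5 was higher and Ghitm lower at 4 weeks, with log2 fold changes from 4 to 12 weeks of -0.30 for Irf5 and 0.47 for Ghitm in WT. The paper states that Atf5, Syce2, Abcg1, Lrrc27, Fnip2 and Ghitm were differentially expressed in its RNA-seq, which includes libraries not analysed here. In ATMs none of them had an unadjusted p under 0.05 where tested (Lrrc27 was tested on ST-HFD alone), with log2 fold changes from -0.20 to 0.71 in edgeR's test. The paper states that terms for metabolic process were enriched and immune terms under-represented on ST-HFD. The Metabolism set had a median log2 fold change of -0.02 and a camera adjusted p of 0.453, and 0 of 30 sets passed 0.05 in Fisher's exact test, with 4 at an unadjusted p under 0.05. With 18 genes, Fisher's exact test could not show under-representation. With all 37310 genes of the table as the background, of which 10958 were tested, Cytokine Signaling in Immune system (3 of 18 genes, fold 23.1, adjusted p = 0.0103) and Interferon Signaling (2 of 18 genes, fold 30.5, adjusted p = 0.0359) were over-represented on ST-HFD. With the 105 DESeq2 genes and the same background, an alternative chosen after the values were seen, 0 sets passed 0.05 in either direction (smallest adjusted p = 0.696, with 1 set at an unadjusted p under 0.05). There too, a count of 0 for Innate Immune System had an unadjusted p of 0.411 in Fisher's exact test, which leaves under-representation hard to detect.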

Other observations

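The edgeR and DESeq2 fits of single genes were set before the data were examined. So were the camera tests of fibroblast and preadipocyte markers and of adipocyte markers between genotypes. The other tests in this part were chosen after the results were seen. Ciita, Clec10a, Col3a1 and the highest genes of the lists for other cell types were chosen after their values were seen.

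Irf5 counts were not lower in the libraries labelled IRF5-KO. An exchange of labels between genotypes is argued against by Lyz2, the locus of the Cre insertion, since 0 of the 8 libraries labelled IRF5-KO had as much Lyz2 as the lowest WT library of their duration. Reads from exons outside the deleted ones cannot be told apart from intact transcripts in a total per gene, where the log2 fold change on LT-HFD was 0.24. Incomplete deletion in these cells was not tested.

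Irf5 and Ghitm change between the labelled diet durations opposite to Fig. 5e. An exchange of the duration labels cannot be told apart, because the libraries hold no measure of diet duration that is known on its own. The lipid-associated macrophage markers, which the study's introduction links to obesity, had a median log2 fold change of 0.19 from 4 to 12 weeks in WT, with 10 of 14 genes higher and a camera adjusted p of 0.263. In IRF5-KO the median was 0.72, with 14 of 14 genes higher and an adjusted p of 0.0155 under camera and 0.0851 under fry, a direction that goes with the labels as deposited but does not settle them. A library or sequencing batch is also open, since the lowest share of counts on mmu-mir-689-2, mt-Rnr2 and mt-Rnr1 at 12 weeks, 26.1%, lies above the highest at 4 weeks, 24.1%.

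The MHC class II genes, listed after Ciita was seen to be lower with DESeq2 (log2 fold change -0.79, adjusted p = 0.00306), were lower in 8 of 8 tested genes in IRF5-KO on LT-HFD, with a median log2 fold change of -0.42 and a fry p of 0.00777. Adjusted over the 2 lists written after the data were seen, this was 0.0155, and over all 33 lists 0.128. They were also lower in 7 of 8 genes on ST-HFD, where the median was -0.17 and the fry p, adjusted over the same 2 lists, was 0.692. Chance stays open, since 2 of the 35 splits gave a fry p as small. Scaling is argued against, as a factor per library moves all genes alike, while the median of the list was -0.42 relative to that of all genes in the same fit (unadjusted camera p = 0.0194 with an estimated correlation). Leaving out each library gave fry p from 0.00155 to 0.0238. Fewer dendritic cells among the sorted cells may contribute, which these data cannot tell apart: 10 of 10 dendritic cell markers were lower, with a fry p of 0.0967. Clec10a had the highest level of that list, 384 CPM, and 10 of the 14 genes of the list passed the filter on low counts in these sorted macrophages.

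Among the lists for other cell types, the fibroblast and preadipocyte markers had a camera adjusted p between genotypes of 0.239 on ST-HFD and 0.0963 on LT-HFD (0.0156 with replicates paired). They were higher in IRF5-KO in 6 of 7 genes at each duration, with medians of 0.19 and 0.21, beside 0.20 and 0.26 for collagen genes. Fibroblasts among the sorted cells therefore stay open as a source of the collagen calls. The adipocyte markers had a camera adjusted p of 0.485 and 0.688. Between diet durations in WT, the fibroblast and preadipocyte markers had a median log2 fold change of 2.54, and Col3a1 rose from 564 to 1814 CPM over both genotypes. The endothelial, B and plasma cell, T and NK cell, neutrophil, mesothelial and epididymis markers had too few tested genes, and their highest genes were Pecam1 at 10.2 CPM, Ighm at 211 CPM, Cd4 at 7.89 CPM, Mmp9 at 41.7 CPM, Upk3b at 2.57 CPM and Lcn5 at 0.0649 CPM on ST-HFD.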
